# A genome-wide nucleosome-resolution map of promoter-centered interactions in human cells corroborates the enhancer-promoter looping model

**DOI:** 10.7554/eLife.91596

**Published:** 2024-12-17

**Authors:** Arkadiy K Golov, Alexey A Gavrilov, Noam Kaplan, Sergey V Razin

**Keywords:** chromatin, genome organization, gene regulation, Human

## Abstract

The enhancer-promoter looping model, in which enhancers activate their target genes via physical contact, has long dominated the field of gene regulation. However, the ubiquity of this model has been questioned due to evidence of alternative mechanisms and the lack of its systematic validation, primarily owing to the absence of suitable experimental techniques. In this study, we present a new MNase-based proximity ligation method called MChIP-C, allowing for the measurement of protein-mediated chromatin interactions at single-nucleosome resolution on a genome-wide scale. By applying MChIP-C to study H3K4me3 promoter-centered interactions in K562 cells, we found that it had greatly improved resolution and sensitivity compared to restriction endonuclease-based C-methods. This allowed us to identify EP300 histone acetyltransferase and the SWI/SNF remodeling complex as potential candidates for establishing and/or maintaining enhancer-promoter interactions. Finally, leveraging data from published CRISPRi screens, we found that most functionally verified enhancers do physically interact with their cognate promoters, supporting the enhancer-promoter looping model.

## Introduction

For decades since the discovery of the first enhancers, the enhancer-promoter (E-P) looping model, in which enhancers activate their target genes via physical contact, has dominated the field (Popay and Dixon, 2022; Ptashne, 1986). However, direct empirical evidence for this hypothesis has been scarce, and only a handful of credible enhancers were demonstrated to be in physical proximity to their promoter partners. These include classical enhancers and their established targets such as globin genes, HoxD cluster genes, Shh and PAX6 genes (Tolhuis et al., 2002; Davies et al., 2016; Oudelaar et al., 2019; Hua et al., 2021; Montavon et al., 2011; Symmons et al., 2016; Freire-Pritchett et al., 2017). Simultaneously, some recent microscopy observations do not seem to align well with the E-P looping model (Benabdallah et al., 2019; Karr et al., 2022).

The development of genomic assays based on proximity-ligation of chromatin, commonly known as C-methods (Cullen et al., 1993; Dekker et al., 2002; Denker and de Laat, 2016), has revolutionized the study of genome spatial organization, providing a complementary view to microscopic approaches (Denker and de Laat, 2016; McCord et al., 2020; Jerkovic and Cavalli, 2021). Both the resolution and throughput of genome-wide C-methods were instrumental in defining salient structural features of mammalian chromatin, including genomic compartments, topologically associating domains (TADs) and cohesin-dependent CTCF point interactions (Lieberman-Aiden et al., 2009; Nora et al., 2012; Sexton et al., 2012; Dixon et al., 2012; Rao et al., 2014; Rowley and Corces, 2018). However, unlike CTCF-based interactions, very few specific E-P interactions were observed with conventional restriction enzyme-based C-methods. Initially, sequencing depth inherently limited the resolution of all vs all approaches such as Hi-C, and thus a number of targeted approaches were developed. In-solution hybridization (CaptureC, CaptureHi-C) or immunoprecipitation (ChIA-PET, HiChIP, PLAC-seq) are exploited in these methods to enrich for interactions of specific regions of interest, thus decreasing the sequencing burden and allowing higher resolution (Hughes et al., 2014; Mifsud et al., 2015; Fullwood et al., 2009; Mumbach et al., 2016; Fang et al., 2016). While targeted methods clearly revealed a statistical preference of promoters to interact with enhancer-like regions and enabled detection of some individual E-P interactions, in some cases functionally verified enhancers did not show spatial proximity to the promoters of their targets as measured with C-methods (Gupta et al., 2017; Benabdallah et al., 2019), raising further questions concerning the universality and functional relevance of E-P looping.

Although targeted methods have circumvented sequencing-depth limitations, the resolution of C-methods based on restriction endonuclease digestion cannot overcome the inherent restriction fragment length limitation, which often results in a high level of background noise and the inability to distinguish CTCF-based interactions from other types of chromatin spatial interactions (Goel and Hansen, 2021). The introduction of MNase-based C-methods, such as Micro-C and its targeted oligonucleotide hybridization-based counterparts, MCC, Tiled-MCC, and RCMC, reduced the resolution limitation, allowing finer chromatin structures to be distinguished (Hsieh et al., 2020; Krietenstein et al., 2020; Hua et al., 2021; Aljahani et al., 2022; Goel et al., 2022). Crucially, the usage of MNase also allowed milder detergent pretreatment of crosslinked cells, increasing the sensitivity of Micro-C, MCC and related techniques by retaining E-P interactions, which appear to be more susceptible to experimental conditions than CTCF-based chromatin interactions (Canver et al., 2015; Fulco et al., 2016; Gasperini et al., 2020). In parallel, the development of genomic and epigenomic CRISPR-based functional screens has greatly expanded the amount of available data on functional E-P interactions. Taken together, these advancements now open the door for the systematic investigation of the spatiotemporal mechanisms underlying distal control of mammalian transcription.

Here, we present a new MNase-based C-method, MChIP-C, which allows measuring promoter-centered interactions at single nucleosome resolution on a genome-wide scale. We applied MChIP-C to construct a nucleosome-resolution map of promoter-centered interactions in human K562 cells. Taking advantage of the significantly improved resolution and sensitivity of our approach compared to restriction endonuclease-based C-methods, we investigated the molecular underpinnings of promoter-centered chromatin spatial interactions and identified EP300 histone acetyltransferase and the SWI/SNF remodeling complex as candidates for establishing and/or maintaining E-P spatial contacts. Finally, by comparing our chromatin interaction data with previously published results of CRISPRi screens (Fulco et al., 2019; Gasperini et al., 2019), we found that most functionally verified enhancers do interact with their cognate promoters, supporting the E-P looping model of enhancer activity and suggesting that in general physical interactions are central to enhancer activity in mammalian cells.

## Results

### MChIP-C: antibody-based targeted measurement of genome architecture at single-nucleosome resolution

We developed MChIP-C, a novel MNase-based proximity ligation technique which combines the genome-wide throughput of HiChIP with the exceptional resolution and sensitivity of MCC (Figure 1a). The protocol starts similar to MCC, where cells are crosslinked with formaldehyde and permeabilized with digitonin. This milder cell permeabilization procedure has been shown to provide higher sensitivity for detecting E-P interactions (Hua et al., 2021). Next, chromatin is digested with micrococcal nuclease, DNA ends are blunted and proximity ligated. This is followed by sonication and chromatin immunoprecipitation with a specific antibody, as in HiChIP or PLAC-seq (Figure 1a). Crosslinks are then reversed, and DNA is purified, followed by library preparation and sequencing. As in MCC, we avoided using biotin to enrich for ligated fragments, potentially increasing library complexity, but also resulting in a low proportion of informative chimeric read pairs in the sequencing libraries. To partially mitigate this, we decreased the level of DNA fragmentation and selected for longer DNA fragments (see Methods).

**Figure 1.**
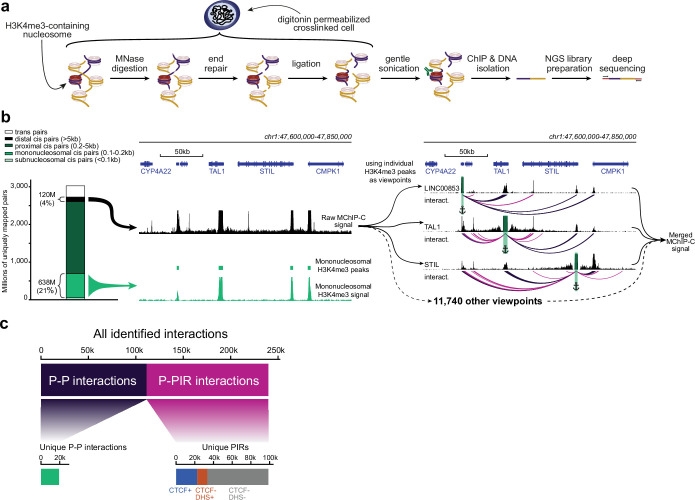
MChIP-C experimental and computational workflow. (**a**) An overview of the MChIP-C experimental procedure. (**b**) General MChIP-C analysis pipeline. A 250 kb genomic region surrounding the TAL1 gene is shown with H3K4me3 MChIP-C profiles in K562 cells. Positions of individual viewpoints are highlighted by green rectangles and anchors. Identified MChIP-C interactions are shown as magenta (P-PIR) and dark violet (P-P) arcs. (**c**) Summary statistics for all 241,073 promoter-centered MChIP-C interactions identified in K562 cells.

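TAL1 encodes a blood-lineage transcription factor. Its viewpoint lies on chromosome 1 of hg19 from 47693501 to 47698500 and had 14202 distal read pairs, 21 PIR bins in 7 clusters and 16 promoter bins, reaching at most 104.1 kb. To the left, 5 bins lay between genes from 47646751 to 47648000 and 4 from 47658251 to 47659250. To the right, 6 bins lay in STIL from 47727501 to 47729250. The STIL viewpoint (8674 read pairs) had 19 PIR bins and 32 promoter bins, and the viewpoint of the non-coding gene LINC00853 (2434 read pairs) had 6 and 33.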

**Figure 1—figure supplement 1.**
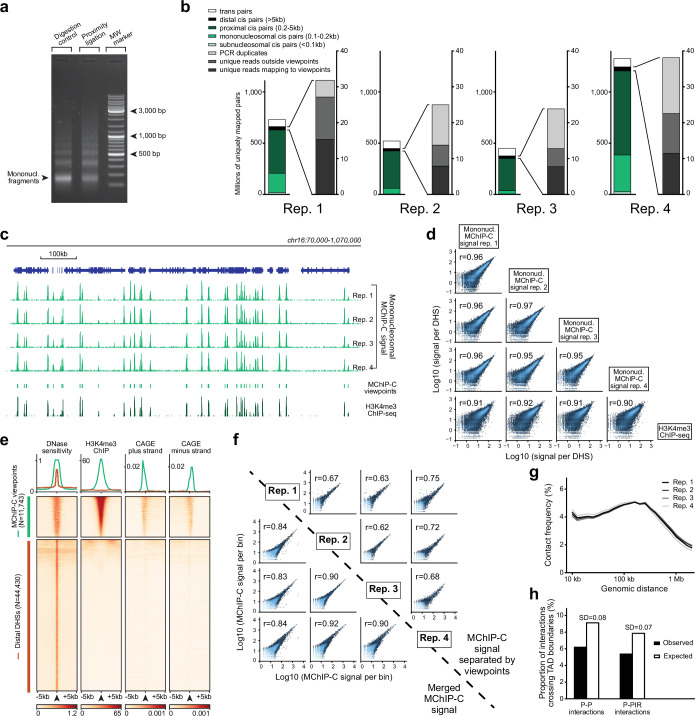
H3K4me3 MChIP-C experiment technical assessment. (**a**) 1.5% agarose gel electrophoresis of MChIP-C MNase digestion and ligation controls. (**b**) Mapping and filtering statistics of four biological replicates of H3K4me3 MChIP-C experiments. (**c**) 1 Mb region on chromosome 16 with mononucleosomal MChIP-C profiles of 4 MChIP-C replicates reflecting H3K4me3 occupancy, positions of consensus MChIP-C mononucleosomal peaks, viewpoints and conventional H3K4me3 ChIP-seq profile. (**d**) Hexagonal heatmaps representing pairwise comparison of mononucleosomal MChIP-C profiles in four replicates and a conventional H3K4me3 ChIP-seq profile. Signals in K562 DHS sites are used for correlation and plotting. Pearson’s correlation coefficient (r) for each pair is shown. (**e**) Heatmaps and average profile plots of DNase sensitivity, H3K4me3 ChIP and CAGE signal in 10 kb windows centered on either MChIP-C viewpoints or distal DHS sites (not overlapping MChIP-C viewpoints). (**f**) Hexagonal heatmaps representing pairwise comparison of distal MChIP-C profiles in four replicates (either merged or separated by viewpoints). Pearson’s correlation coefficient (r) for each pair is shown. (**g**). Distance-dependent decay of distal MChIP-C signal in four replicates. Signal is calculated in 30 distance bins of equal size on a log10 scale between 3.5 (3,162 bp) and 6.5 (3,162 kbp). (**h**) Observed and expected numbers of cross-TAD boundary MChIP-C interactions. SDs of simulated expected numbers are indicated. Figure 1—figure supplement 1—source data 1.Uncropped image for gel shown in Figure 1—figure supplement 1a (original and with bands labelled).

We performed four biological replicates of MChIP-C experiment on K562 cells using anti-H3K4me3 antibodies to focus on spatial interactions of active promoters. 

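K562 is an erythroleukaemia cell line, and H3K4me3 is a histone mark of active promoters, so the reads pulled down by the antibody join promoters to the DNA ligated to them. Cells were crosslinked with 2% formaldehyde for 10 min and permeabilized with 0.01% digitonin. The 4 biological replicates cover 5 deposited samples, since replicate 1 was sequenced in separate NovaSeq and DNBSEQ runs. In the paper's mapping statistics, replicates 1 to 4 held 875340422, 625108983, 546281204 and 1495732294 raw read pairs, and 15298330, 7906181, 7736495 and 11735703 unique distal pairs at viewpoints. Duplicates took 14.6% of the distal pairs in replicate 1 and 44.9%, 46.4% and 40.8% in the others. The authors summed all replicates before depositing the viewpoints, each with its count of distal read pairs, and the called interactions, each a viewpoint and a 250 bp bin on hg19. No interaction or coverage value per replicate was used here, so the values given at the conclusions carry counting error only and no spread between replicates. The summed counts over all viewpoints came to 41771704 read pairs, and the mapping statistics give 42676709. Interactions were not recalled from reads: the authors' background model and read minimum are already in the calls, and the alternatives tried act on how the calls were counted.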

The MChIP-C libraries were paired-end sequenced with a total of ~3.5 B read pairs, yielding ~3 B uniquely mapped reads (Figure 1b; Figure 1—figure supplement 1b; Supplementary file 1). ~91.5% (~2.77 B) of these mapped within 1 kb of each other and ~4% (~120 M) mapped further than 5 kb away from each other. While the 4% fraction of informative reads was low relative to restriction enzyme-based C-methods (e.g. >60% informative reads in PLAC-seq), it is comparable to MCC (0.5–5% informative reads, see Methods).

After read mapping, we identified active promoters by first selecting nucleosome-size convergently mapping read pairs to obtain H3K4me3 occupancy profiles. We found that the profiles of replicates were highly similar (Pearson correlation 0.95–0.97) and match standard H3K4me3 ChIP-seq (Pearson correlation 0.90–0.92; Figure 1—figure supplement 1c and d). Next, we identified 11,743 consensus peaks amongst replicates and found these mostly colocalized with active RNA polymerase II TSSs (Figure 1—figure supplement 1e; Supplementary file 1).

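Viewpoints fell mostly on annotated gene starts. Of the 11743 viewpoints, 10756 held the start of a transcript in GENCODE on the same build, which is 91.6% (exact 95% interval 91.1% to 92.1%), and 84.5% held a transcript start of a protein-coding gene. When every viewpoint was moved by 100 kb along its chromosome, 18.7% held a transcript start. Of the 9414 viewpoints to which the authors gave a gene name, 99.8% held a start, against 58.4% of the 2329 without a name. A named viewpoint had a median of 3366 distal read pairs and an unnamed one 1784. The annotation lists starts whether or not they are used in K562 cells, and the CAGE signal behind Figure 1—figure supplement 1e was not used here.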

We then proceeded to map promoter interactions. We defined the H3K4me3 peaks as interaction viewpoints and selected the reads mapping to each of these viewpoints, resulting in 11,743 4C-like viewpoint interaction profiles (interactively browsable online, see Data Availability). To gain a general overview of the data, we summed the profiles of all viewpoints into a single genome-wide profile which we refer to as ‘merged MChIP-C’ (Figure 1b). Both viewpoint-specific and merged MChIP-C correlated well between replicates (Pearson correlation 0.83–0.92 for merged profiles and 0.62–0.75 for viewpoint-separated profiles; Figure 1—figure supplement 1f), and therefore we combined all replicates, resulting in single-nucleosome resolution interaction profiles for 10,955 active promoters, after filtering low-coverage viewpoints.

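The depth of the summed profiles varied widely between promoters. The median viewpoint had 3077 distal read pairs, with quartiles of 1908.5 and 4598 and a range from 91 to 78430. At least 1000 pairs were found at 10955 viewpoints, and 10863 viewpoints had at least 1 called interaction. The 92 viewpoints with at least 1000 pairs and no call were mostly shallow: 70 of them lay in the lowest of 4 classes of coverage and 4 in the highest. Across these classes, the median number of non-promoter bins called from a viewpoint rose from 4 to 9, 12 and 14 (2737 to 2740 viewpoints each), so the number of calls at a promoter has to be read against its coverage.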

The obtained interaction profiles demonstrate that promoters interact with each other and with non-promoter regions (Figure 1b). We systematically identified localized interactions by searching for 250 bp bins with significantly higher than expected MChIP-C signal. For each of the replicates, we found that 70–87% of its interactions were present in at least one other replicate (corresponding to the amount of sequencing per replicate; see Methods), suggesting that called interactions were generally reproducible. Overall, we detected 112,087 promoter-promoter bin (P-P) interactions and 128,986 promoter-nonpromoter bin interactions (Figure 1c; Supplementary file 1). Both types of interactions were mostly localized within TADs (Figure 1—figure supplement 1h). 

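Nearly as many calls ended in promoter bins as in non-promoter bins, but a contact between promoters can be called from either side and so count more than once. Counting a bin that touches a viewpoint as a promoter bin, 112086 of the 241073 interactions were promoter to promoter (46.5%) and 128987 were not. These kinds fell in 59538 and 99315 unique bins, in that order. The first kind lay at a median of 58.9 kb from the viewpoint (quartiles 28 and 122.6 kb) and the second at 48.2 kb (quartiles 20 and 110.8 kb). Promoter bins made up 29.7% of the calls under 10 kb and 50.0% of those at 30 to 100 kb. Of 19424 pairs of viewpoints joined by a call, 12638 were called from both sides, which is 65.1% (exact 95% interval 64.4% to 65.7%). No viewpoint with fewer than 1000 read pairs had a call, which follows from the coverage filter in the paper's Methods. Among the 18666 pairs with at least 1000 read pairs at both viewpoints, the share was 67.7% (67.0% to 68.4%). In those Methods a read pair that joins viewpoints is assigned to both of them. The sides therefore share reads, and these shares are not rates of independent agreement. The rule on touching bins was settled after the data were seen: with it the type of none of the 1998 interactions held from the study's own table differed, and with bins inside a viewpoint only, 38 differed.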

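Promoters of growth and leukaemia genes, of erythroid regulators and membrane genes, of globins and of immediate early genes contacted more non-promoter bins than other promoters of like coverage. Growth and leukaemia genes had a median of 35.5 bins per viewpoint (16 viewpoints), where random viewpoints had 12.5 (permutation within coverage deciles, adjusted p = 0.0012), from 95 bins at the kinase gene PIM1 and 79 at MYC to 7 at the cell cycle kinase gene CDK4. Erythroid regulators and membrane genes had 21 against 11 (25 viewpoints, adjusted permutation p = 0.0012), led by the viewpoint named LMO2 with 59 bins and the transferrin receptor gene TFRC with 50, with the blood group gene KEL at 1. Immediate early genes had 24.5 against 12 (18 viewpoints, adjusted permutation p = 0.0016), from 59 bins at BTG2 to 5 at KLF4. Globin genes had 27.5 against 8.5 (4 viewpoints, adjusted permutation p = 0.003), with 63 bins at HBQ1 on chromosome 16, and 32, 23 and 17 at HBG1, HBG2 and HBE1, neighbours in 1 locus on chromosome 11, so that the 4 viewpoints stand for 2 loci.
Lists of genes that most cells use did not pass in this test of medians. Ribosomal protein genes had a median of 11.5 bins against 13 (78 viewpoints, adjusted permutation p = 0.41), proteasome genes 11.5 against 11 (36 viewpoints, adjusted p = 0.91) and genes of respiratory chain complex I 8.5 against 10.5 (38 viewpoints, adjusted p = 0.31). The bins ran from 32 at RPS7 to 2 at RPS23 in the first list, from 38 at PSMD9 to 0 at PSMD10 in the second and from 30 at NDUFB3 to 0 at NDUFA12 in the third. Heme synthesis genes had 10 against 11 (11 viewpoints, adjusted permutation p = 0.86), from 44 bins at the iron carrier gene SLC25A37 to 4 at PPOX. Megakaryocyte genes had 16.5 against 10 (4 viewpoints, adjusted permutation p = 0.31), from 36 bins at RUNX1 to 9 at CD9, and replication-dependent histone genes 15.5 against 11 (22 viewpoints in 5 loci, adjusted p = 0.20), from 38 at HIST1H1C to 0 at HIST1H3B. Of the markers of other cell types, lymphoid genes had 1 viewpoint (TCF7, 7 bins against 3, adjusted permutation p = 0.44), neuronal genes 2 (GAD1 with 45 bins and SYT1 with 1, adjusted p = 0.29) and hepatocyte genes none. Most bins were called from a single viewpoint: 82.4% of the unique non-promoter bins were called from 1 viewpoint, 11.3% from 2, 3.61% from 3 and 2.78% from more. Only identical bins count as shared here, so viewpoints that meet neighbouring bins of the same stretch count apart. Calls also depend on coverage, so contact with a single promoter is not shown.
The lists were fixed before the data were examined, and each median was set against 10000 random lists of viewpoints from the same coverage deciles, with Benjamini-Hochberg adjustment over the 12 lists with a viewpoint above 1000 read pairs (two-sided; the smallest p they can give is 0.0002). Viewpoints of 1 map are not replicates, so these p-values describe this map. The globin call ended without its 2 viewpoints with most bins, where the 2 left had a median of 20 against 7.5 (adjusted permutation p = 0.11), and the histone list passed when coverage was not matched (adjusted p = 0.030).

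**Figure D1:**
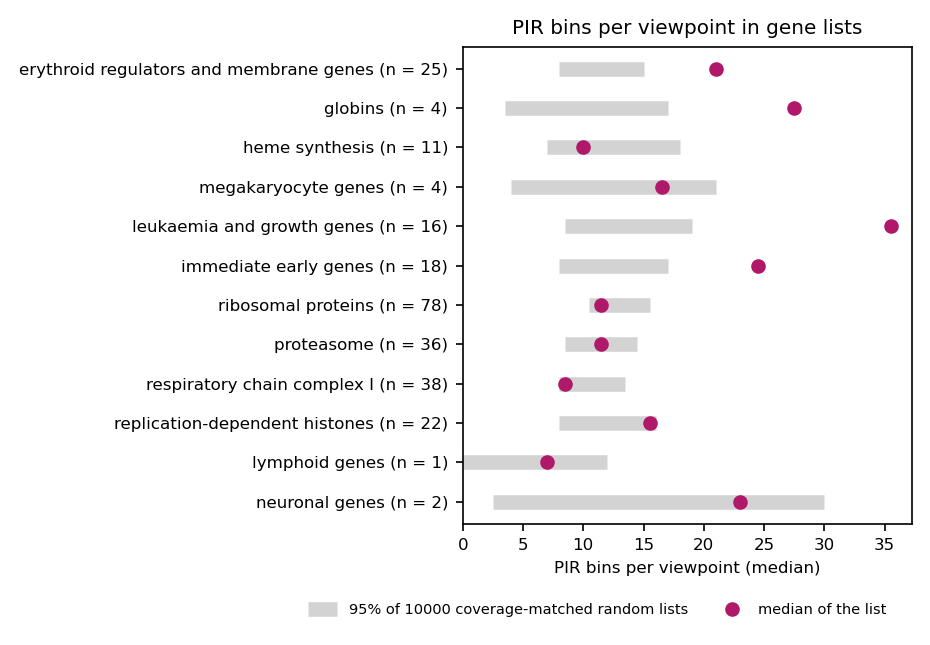
Median number of PIR bins per viewpoint (horizontal axis) for each gene list, with the number of viewpoints in brackets; grey bars hold 95% of 10000 coverage-matched random lists. The erythroid, globin, growth and immediate early lists lie to the right of their bars.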

We excluded P-P interactions from subsequent analyses and focused on 128,986 promoter-nonpromoter interactions linking 10,721 viewpoints with 99,315 unique nonpromoter bins (Supplementary file 1) which we refer to as PIRs (Promoter Interacting Regions).

### MChIP-C provides a sensitive genome-wide view of promoter-centered interactions

We then asked how MChIP-C compares to similar approaches based on standard restriction enzymes. HiChIP and PLAC-seq are directly comparable to MChIP-C, as both HiChIP and PLAC-seq combine Hi-C with chromatin immunoprecipitation. Specifically, we compared our data to those of Chen et al., 2022, who used PLAC-seq with anti-H3K4me3 antibodies in K562 cells. We first visually compared the PLAC-seq and MChIP-C proximity ligation profiles of a number of genes with well-described regulatory landscape in K562 cells: MYC (Fulco et al., 2016; Lin et al., 2022), GATA1 (Fulco et al., 2016; Fulco et al., 2019), HBG2 (Moon and Ley 1991; Liu et al., 2017), MYB (Xie et al. 2019), and VEGFA (Aran et al. 2016; Dahan et al. 2021). We found that MChIP-C profiles showed clear highly-localized interaction peaks corresponding to the CTCF-bound sites and enhancers known to control the expression of these genes (Figure 2a; Figure 2—figure supplement 1a). For instance, the MYC gene has seven well-characterized K562-specific enhancer elements (e1-e7) spread along the 2 Mb region downstream of the gene and MChIPC allowed detection of interactions between MYC promoter and five of these sites. 

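Each of these promoters had its densest PIR clusters at a few places. GATA1, the erythroid transcription factor gene on chromosome X, had 26 PIR bins, 11 of them in a cluster from 48657751 to 48661500 that reaches an exon of HDAC6 and holds the intergenic CRISPRi-verified enhancer, 14.1 kb from the start site. HBG2, a fetal globin gene on chromosome 11, was in contact with 4 of 4 verified enhancers, 21.1 to 33.5 kb away between 5296984 and 5309590, although the mirror position of 1 of them was called too. MYB, which encodes a transcription factor of blood progenitors, had 39 PIR bins on chromosome 6, with 17 in the intergenic stretch from 135465251 to 135470750. VEGFA, the angiogenic growth factor gene, had 50 on the same chromosome, with 17 from 44042251 to 44048000 at 305.5 kb. Coverage was 3084 read pairs at GATA1, 2963 at HBG2, 12165 at MYB and 12800 at VEGFA, so the numbers of bins of these genes cannot be compared directly.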

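MYC, the growth-driving transcription factor gene on chromosome 8, had 79 PIR bins in 20 clusters from its viewpoint at 128747751 to 128751500 and none in a promoter. Of the 4 CRISPRi-verified MYC pairs within 1 Mb, 3 had an interaction. The verified enhancer at 128911142 to 128911209 in an intron of PVT1, 162.9 kb downstream, lay in a cluster of 6 bins. Those at 128969925 to 128972445 and at 128972637 to 128972748 met a cluster of 3 bins, and the one at 128973565 to 128976065, at 226.5 kb, met none, with the nearest bin 0.565 kb away; with windows of 1000 and of 2500 bp, 4 of 4 had an interaction. Most of the bins lay farther away: 60 were beyond 1 Mb, from 130548001 to 130739000, with 9 of them in an intron of the non-coding gene CCDC26 from 130594251 to 130596750 and 22 from 130698251 to 130706000 over an exon of the annotated gene ENSG00000285108. The viewpoint had 14764 read pairs. The coordinates of e1 to e7 were not used here, so the bins are given by coordinate and not by element.

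**Figure D2:**
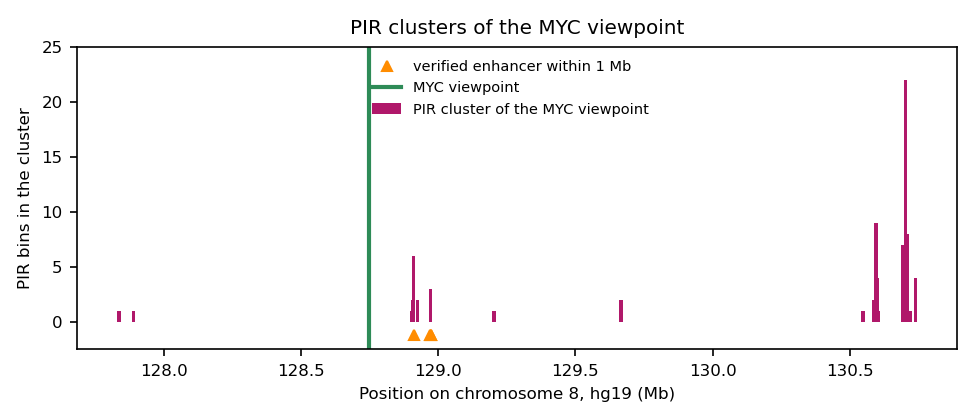
PIR clusters of the MYC viewpoint by position on chromosome 8 (horizontal axis, Mb) and number of bins (vertical axis); triangles are the verified enhancers within 1 Mb and the green line is the viewpoint. The largest cluster, of 22 bins, lies 1952.5 kb from the viewpoint.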

PLAC-seq profiles are by contrast much noisier and lack clear peaks corresponding to either CTCF sites or known enhancers of the interrogated genes. In addition, we visually compared standard Micro-C data previously reported for K562 (Barshad et al., 2023) to our MChIP-C data at these five loci, using only the promoter-centered interactions from the Micro-C dataset (see Methods). Interestingly, while the Micro-C data also looks cleaner than PLAC-seq, it still misses some interactions which are obvious from the MChIP-C data.

**Figure 2.**
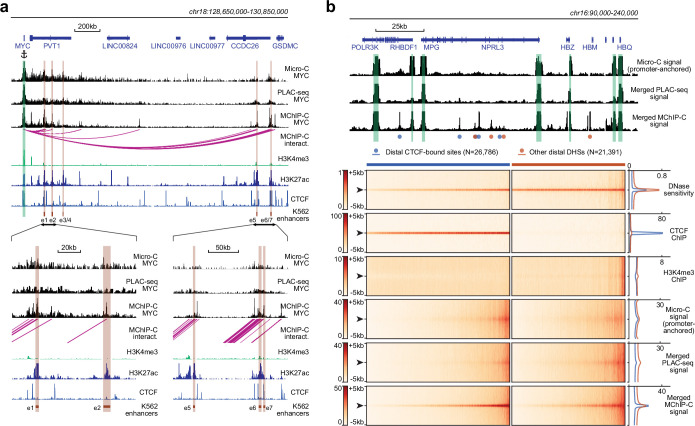
Comparison of MChIP-C with PLAC-seq and Micro-C. (**a**) Top: MChIP-C, PLAC-seq and Micro-C interaction profiles of the MYC promoter in K562 cells. MChIP-C interactions of the MYC promoter are shown as magenta arcs. Positions of 7 (e1–e7) CRISPRi-verified K562 MYC enhancers are highlighted as orange rectangles. Bottom: zoom in on two enhancer clusters. (**b**) Systematic comparison of merged MChIP-C, merged PLAC-seq and merged promoter-anchored Micro-C signals in distal regulatory sites. Top: Merged MChIP-C, merged PLAC-seq and merged promoter-anchored Micro-C profiles in a 150 kb genomic region surrounding the α-globin gene domain. Viewpoints are highlighted as green rectangles. Positions of CTCF-bound and CTCF-less DNase hypersensitive sites outside viewpoints are depicted as blue and orange circles. Bottom: Heatmaps and averaged profiles of DNase sensitivity, CTCF ChIP, H3K4me3 ChIP, merged MChIP-C, merged PLAC-seq and merged promoter-anchored Micro-C signals centered on distal CTCF-bound and CTCF-less DNase hypersensitive sites.

**Figure 2—figure supplement 1.**
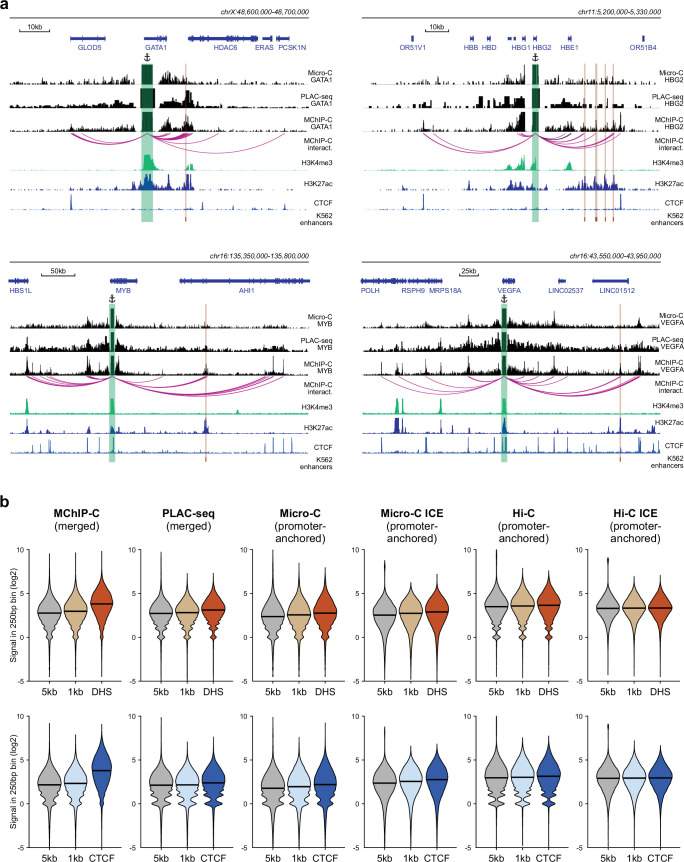
Comparison of MChIP-C with other C-methods. (**a**) MChIP-C, PLAC-seq and Micro-C interaction profiles for GATA1, HBG2, MYB and VEGFA genes. Viewpoints are highlighted by anchor symbols and green rectangles, K562 known enhancers are highlighted by orange rectangles (only enhancers localized within 5 kb-1Mb of the viewpoints are shown). (**b**) Aggregate ligation signal between all active promoters and CTCF-bound (bottom) and CTCF-less (top) distal DNase hypersensitive sites measured with various C-methods in K562 cells. Genomic bins separated by 1 and 5 kb from DHS center were used as background. ICE denotes iteratively balanced Micro-C and Hi-C datasets.

**Figure 2—figure supplement 2.**
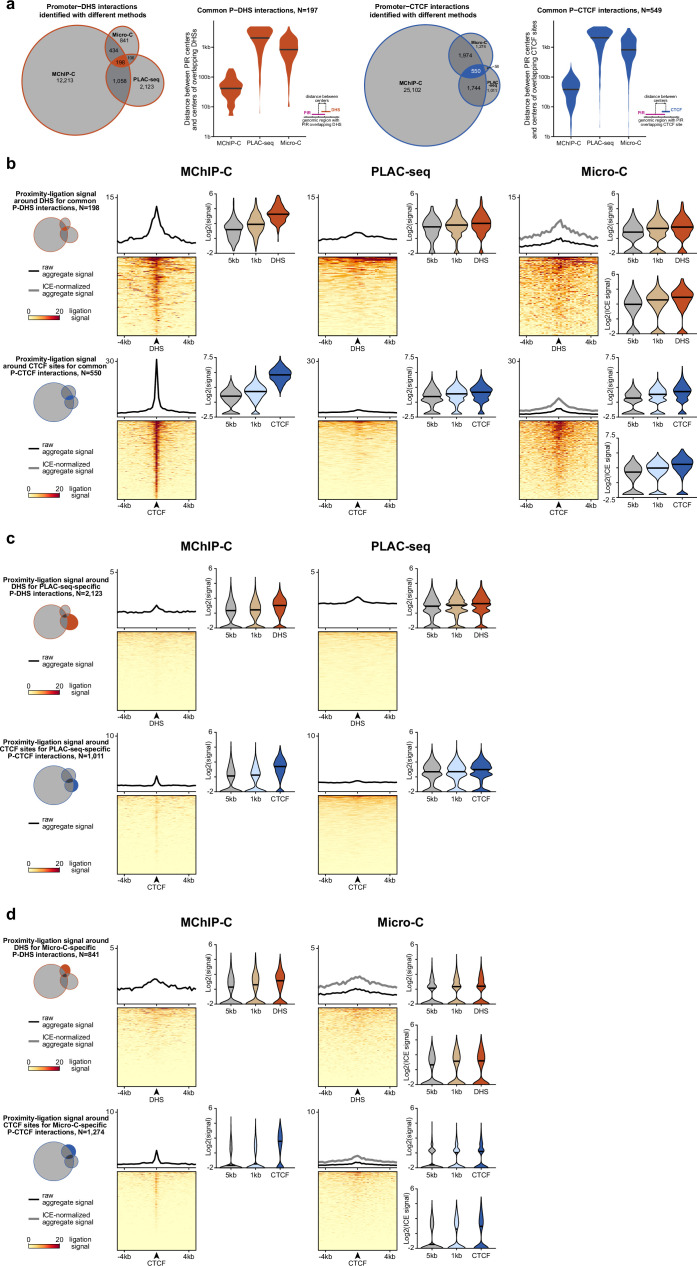
Consensus, PLAC-seq-specific and Micro-C-specific promoter-DHS and promoter-CTCF interactions. (**a**) Quantity and overlap between promoter-DHS (P-DHS, left) and promoter-CTCF (P-CTCF, right) interactions identified by MChIP-C, PLAC-seq and Micro-C in K562 cells. Violin plots represent distances between centers of identified PIRs and centers of overlapping DHS/CTCF sites. (**b**) Heatmaps, aggregate profiles and violin plots reflecting ligation signal (to cognate promoter exclusively) around DHS (top) and CTCF (bottom) sites for consensus P-DHS and P-CTCF pairs measured with various C-methods. In violin plots genomic bins separated by 1 and 5 kb from DHS/CTCF center were used as background. ICE denotes usage of iteratively balanced Micro-C dataset. (**c**) The same as in b, but for PLAC-seq-specific interactions. (**d**) The same as in b, but for Micro-C-specific interactions.

Next, we compared MChIP-C, PLAC-seq and Micro-C in a more systematic way by examining their merged interaction profiles around promoter-distal DHSs (Figure 2b). First, we observed that in MChIP-C 20.6% of PIRs colocalize with CTCF-bound sites (Figure 1c; Supplementary file 1). We thus separately examined DHSs with and without CTCF, and found that both types of DHSs show increased interaction signal relative to background. To quantify this, we compared the MChIP-C signal at DHS centers to MChIP-C “background” signal within 1–5 kb of the DHS (Figure 2—figure supplement 1b), and found a 2.66 median fold enrichment of DHS centers relative to 5 kb background (3.23 with CTCF, and 2.07 without CTCF). In contrast, we found that PLAC-seq shows a very weak enrichment of interactions at DHSs, even for those bound by CTCF (1.25 median fold enrichment with CTCF and 1.33 without CTCF). Although better than PLAC-Seq, Micro-C shows a reduced signal-to-noise ratio at DHSs compared to MChIP-C (1.51 median fold enrichment with CTCF and 1.37 without CTCF). We also compared MChIP-C, PLAC-Seq and Micro-C interaction signal at promoter interacting CTCF and DHS sites, separated into consensus sites (called by all three methods) and method-specific sites (called by only one method; Figure 2—figure supplement 2). Remarkably, MChIP-C shows better sensitivity and resolution not only on the consensus sites but also on sites which we failed to call, suggesting that additional interactions could be discoverable by improving the interaction-calling strategy. Importantly, we note that these aggregate analyses of method sensitivity and resolution should not be affected by differences in sequencing depths.

Thus, in line with other recent reports on MNase-based C-methods (Hsieh et al., 2020; Krietenstein et al., 2020; Hua et al., 2021; Aljahani et al., 2022; Goel et al., 2022; Ramasamy et al., 2022), our results suggest that MChIP-C achieves superior sensitivity and resolution compared to C-methods based on standard restriction enzymes. Additionally, in the context of promoter-centered interactions, our results suggest that MChIP-C also outperforms standard whole-genome Micro-C.

### CTCF orientation-biased interaction of CTCF-bound sites and promoters

As we observed an abundance of CTCF-bound PIRs in MChIP-C data, we asked whether these CTCF-promoter interactions correspond to loop extrusion-driven loops between convergent CTCF sites easily noticeable on the Hi-C heatmaps (Rao et al., 2014; Sanborn et al., 2015; Fudenberg et al., 2016; Rao et al., 2017). About half of the identified promoter-CTCF interactions (19,773 out of 38,271) showed CTCF binding at the promoter side as well. Interestingly, only 540 (~2.7%) of those directly correspond to CTCF-CTCF loops reported in a previous Hi-C study (Rao et al., 2014). The other half of the MChIP-C interactions containing a CTCF-bound PIR (18,498/38,271) do not show CTCF binding at the promoter side at all. For this set of CTCF-less promoters, we analyzed the orientation of CTCF motifs in PIRs relative to the position of the promoter. We found that promoters preferentially interact with CTCF-bound sites if CTCF motifs are oriented towards the promoter (79% towards vs 21% away) (Figure 3a). This bias holds true regardless of the position of the CTCF site relative to the transcription direction (80% vs 20% for upstream CTCF sites and 79% vs 21% for downstream sites). 

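CTCF motifs in non-promoter bins pointed mostly towards the promoter that contacts them. Of the exact matches to the consensus CCASYAGRKGGC in these bins, counted for each interaction, 4868 pointed to the viewpoint and 1348 away from it, a share of 78.3%. A bin called from several viewpoints enters this count several times. Each of the 3060 bins with a match was also counted once, by the direction of most of its matches over all viewpoints that called it. So counted, 2300 pointed to the viewpoint and 471 away (83.0%, exact 95% interval 81.6% to 84.4%), and 289 were even and left out of the share. This share is a majority vote and cannot be set directly against the 78.3%. The count was added after the data were seen. Counted per interaction, viewpoints without a match of their own gave 4698 and 1300, but these viewpoints hold 125554 of the 128987 interactions. With the signed distances of the interactions exchanged between viewpoints, 100 such sets gave 50.6% towards (SD 3.53) and at most 58.1%. Matches were also far more frequent than in those sets: 6185 interactions had 1, against a mean of 198.7 (SD 15.1), and with 1 mismatch allowed 20438 against 2500.6. Sequence matches stand in here for bound CTCF, since the CTCF ChIP-seq peaks were not used here, and each strand was read from the GRCh37 reference.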

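Both sides of the gene showed the bias. Upstream of the gene start, 1774 matches pointed to the viewpoint and 476 away, which is 78.8%. Downstream, 1674 pointed to it and 498 away, which is 77.1%. With each bin counted once and even bins left out, 80.2% of 1508 bins upstream pointed to the viewpoint (exact 95% interval 78.1% to 82.2%) and 78.4% of 1477 downstream (76.2% to 80.5%). Neighbouring bins can share a viewpoint, so these intervals cover counting error only. The direction of transcription came from the annotation for the 7779 viewpoints whose named genes lie on a single strand.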

We also observed this bias if both the promoter and the PIR have CTCF ChIP-seq signal, but CTCF motifs are not in convergent/divergent orientation (Figure 3—figure supplement 1). We conclude that interactions of promoters with CTCF-bound sites are biased by CTCF orientation, regardless of CTCF binding at the promoter side. This orientation bias suggests the possible involvement of loop extrusion.

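The bias grew with distance. With each bin counted once per distance class, 57.6% pointed to the viewpoint under 30 kb (521 and 384 away, exact 95% interval 54.3% to 60.8%), 77.3% at 30 to 100 kb (75.0% to 79.4%), 89.0% at 100 to 300 kb (87.2% to 90.6%) and 95.6% beyond 300 kb (585 and 27 away, 93.7% to 97.1%). The intervals of the 4 classes do not overlap, although a bin can stand in more than 1 class. This split by distance was added after the data were seen. From the preference for motifs that face the promoter, the paper proposes a possible involvement of loop extrusion.

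**Figure D3:**
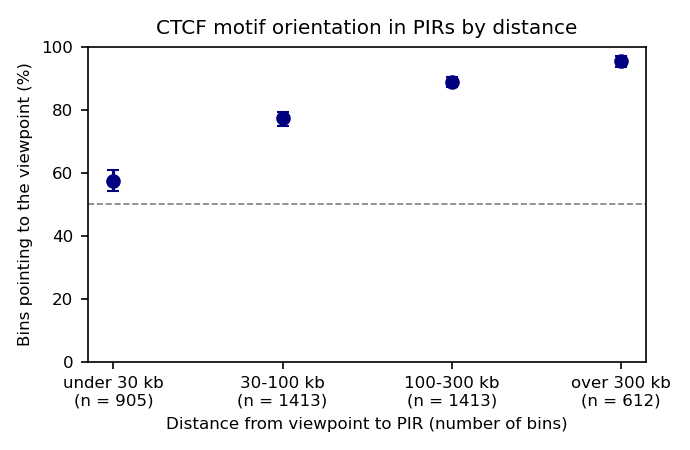
Percent of PIR bins whose CTCF motif matches, over all viewpoints that called the bin, point mostly to the viewpoint, by distance from the viewpoint. Even bins are left out of the percent. Bars are exact 95% intervals, brackets give the number of bins and the dashed line marks equal shares. The share rises from 57.6% under 30 kb to 95.6% beyond 300 kb.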

**Figure 3.**
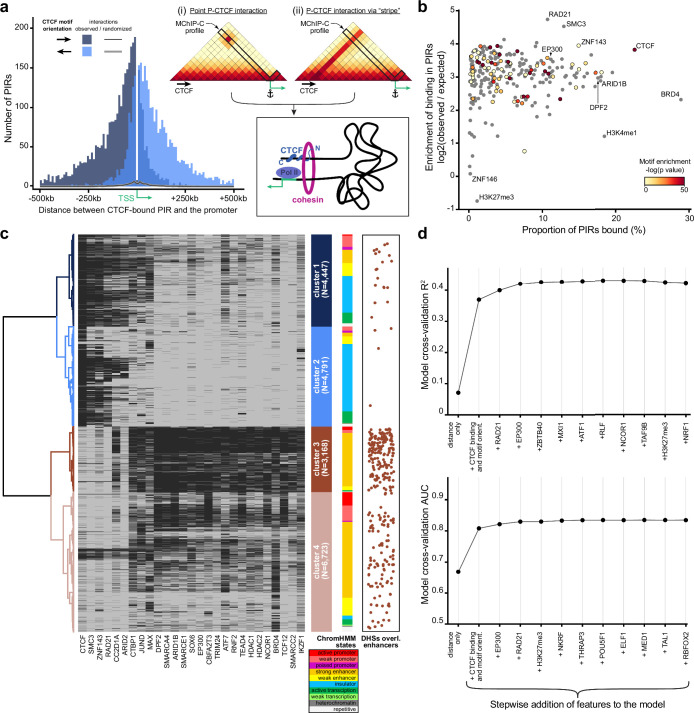
Analysis of protein factors underlying MChIP-C interactions. (**a**) Left: CTCF-motif orientation bias in regions interacting with CTCF-less promoters. The majority (~79%) of CTCF motifs are oriented towards the interacting promoter. Right: Schematic of two hypothetical loop extrusion dependent mechanisms that can account for the observed pattern: promoter LE-barrier activity (**i**) or CTCF-originating interaction stripes (**ii**).(**b**) Enrichment of transcription-related factor (TRF) binding in MChIP-C PIRs. Y-axis represents enrichment (log2 observed/expected) of binding for 271 examined TRFs, x-axis – proportion of TRF-bound PIRs, color – enrichment of corresponding motifs in PIRs (grey color is assigned to TRFs lacking DNA-binding motif). (**c**) Hierarchical clustering of PIR-overlapping DHSs (N=19,129). The binding status of 164 TRFs highly enriched in PIRs are used as binary features. Binding of 27 selected TRFs (see Methods) in each PIR-overlapping DHS is shown as a heatmap. ChromHMM chromatin state distributions in each cluster are shown. DHSs overlapping CRISPRi-verified K562 enhancers (Fulco et al., 2019; Gasperini et al., 2019) are shown as orange dots. (**d**) Predictive performance (3-fold cross-validation R^2^/AUC) of random forest models predicting MChIP-C signal for DHS-promoter pairs. Starting with an initial model based on distance and CTCF, the most predictive TRF features are added incrementally to the model (left to right).

**Figure 3—figure supplement 1.**
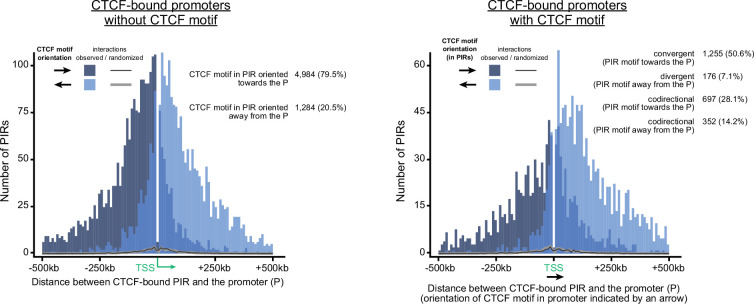
CTCF-orientation bias in PIRs interacting with CTCF-occupied promoters. The graph demonstrates CTCF-motif orientation bias in regions interacting with CTCF-occupied promoters. A significant portion of these promoters does not contain canonical CTCF binding motifs. CTCF-bound promoters tend to interact with CTCF-motifs oriented towards them whether the CTCF-binding motif is present (right diagram) or absent (left diagram) in these promoters. Note that the bias holds even for codirectional CTCF motifs while one of them is localized within a promoter and the other within a PIR.

**Figure 3—figure supplement 2.**
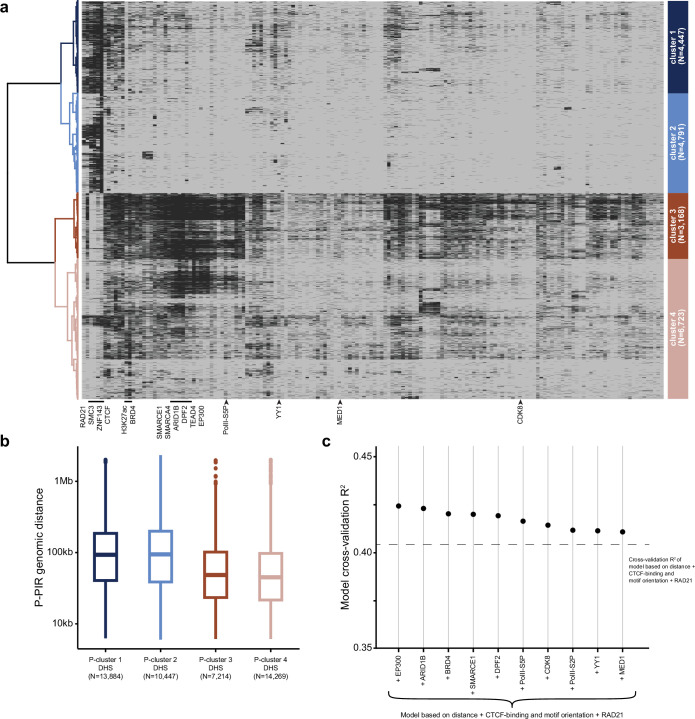
Extended characterization of protein factors underlying promoter-interacting DHSs. (**a**) Heatmap showing the binding of all 164 TRFs used for hierarchical clustering of promoter-interacting DHS. Columns corresponding to proteins associated with clusters 1 and 2 (RAD21, SMC3, ZNF143 and CTCF) as well as to enhancer-associated factors potentially involved in physical E-P interactions (BRD4, H3K27ac, SMARCE1, SMARCA4, ARID1B, DPF2, TEAD4, EP300, YY1, MED1, PolII-S5P, CDK8) are highlighted. (**b**) Distance distribution boxplots for MChIP-C P-PIR interactions anchored in DHSs from identified clusters. (**c**) Predictive power (3-fold cross-validation R^2^) of various enhancer-associated factors in the random forest model of MChIP-C signal strength. The predictive power of the initial model +RAD21 (6 features total) is shown as a dashed line. The predictive power of each factor is shown after adding the factor to the 6 features and retraining the model.

### Promoter-interacting enhancers bind a distinct and diverse set of protein factors

We next asked whether the sensitivity and resolution of MChIP-C could allow us to examine the molecular underpinnings of promoter-centered interactions which are not CTCF-based. While the question of what factors underlie P-E interactions is fundamental, this type of analysis would be problematic with restriction enzyme-based C-methods due to their inability to precisely map loop anchors to protein binding sites. To determine protein factors associated with PIRs, we first overlaid MChIP-C PIRs with 271 ChIP-seq profiles for K562 cells (Supplementary file 1). Most of the analyzed transcription-related factors and histone post-translational modifications are substantially enriched in MChIP-C PIRs (4–25 X; Figure 3b; Supplementary file 1). Notable exceptions are facultative heterochromatin-associated histone mark H3K27me3 (1137 overlaps, 1953 [SD = 44] expected by chance) and LINE1-binding protein ZNF146 (183 overlaps, 180 [SD = 12] expected by chance). As expected, CTCF (22,943/1679 [SD = 41]), cohesin subunits RAD21 (10,702/413 [SD = 23]) and SMC3 (12,956/576 [SD = 27]) are among the most highly enriched factors.

Rather than separately consider each factor associated with a PIR, we next used hierarchical clustering to partition PIR-overlapping DHSs (i.e. promoter interacting DHSs; N=19,129) into groups according to the factor binding profile of each DHS. We identified four major clusters (Figure 3c; Figure 3—figure supplement 2a; Supplementary file 1). Clusters 1 (N=4447) and 2 (N=4791) were almost universally bound by the structural factors CTCF (98.1% and 93.6% in clusters 1 and 2 correspondingly), cohesin subunits SMC3 (87.5% and 66.9%) and RAD21 (73.6% and 52.9%) as well as zinc finger protein ZNF143 (87.3% and 66.3%). A total of 24,331 interactions with a median distance of ~92 kb were anchored in DHSs from these two clusters (Figure 3—figure supplement 2b). DHSs from clusters 3 (N = 3168) and 4 (N=6723) contained almost no CTCF- or cohesin-bound sites but they were enriched in dozens of transcription-related factors. Notably, CRISPRi-confirmed enhancers (Fulco et al., 2019; Gasperini et al., 2019) were significantly overrepresented in cluster 3 DHSs (171/297 overlaps; one-sided binomial test, p=1.64*10^–57^), and we thus labeled P-cluster 3 DHS interactions as regulatory interactions. Overall, there were 7214 regulatory interactions, which tended to be shorter (median length ~47 kb) than structural ones (Figure 3—figure supplement 2b). Interestingly, cohesin subunits were absent in the vast majority of class 3 DHSs. In agreement with a number of recent observations (Thiecke et al., 2020; Hsieh et al., 2022) this may indicate that cohesin is not involved in the maintenance of the regulatory interactions, albeit such a role was suggested earlier (Kagey et al., 2010; Phillips-Cremins et al., 2013). In conclusion, we find diverse types of promoter interacting DHSs associated with the binding of different sets of factors. However, the clustering analysis was not able to pinpoint a specific factor, beyond CTCF and cohesin, which would parsimoniously explain the observed promoter-DHS interactions.

### Genomic distance, CTCF, cohesin and EP300 are key determinants of promoter-centered interactions

We next sought to pinpoint additional factors which underlie promoter-centered interactions and to directly test their predictive power. We used a greedy forward feature selection approach, based on a random forest regression model trained to predict the strength of MChIP-C interactions between promoters and DHS sites (N=107,570). The initial random forest model consisted of five features: DHS-promoter genomic distance, CTCF ChIP-seq signal at both the promoter and the DHS, and motif orientations on both the promoter and the DHS. This initial model was able to explain ~37% of variance in the MChIP-C signal. Then, we iteratively added the most predictive feature out of a set of 270 ChIP-seq profiles, where predictivity is calculated as R^2^ in threefold cross-validation. Using this strategy, cohesin subunit RAD21 and histone acetyltransferase EP300 were automatically selected, after which predictive performance plateaued at an R^2^ of ~43% (Figure 3d). We also found the same factors as the most predictive of binary outcomes (high/low MChIP-C signal) reaching an AUC of 0.825.

As CTCF and RAD21 are mostly associated with structural loops, we asked whether EP300 mainly underlies regulatory interactions. Indeed, we find that EP300 was threefold enriched in cluster 3 DHSs and 92.2% of cluster 3 DHSs showed EP300 binding. Interestingly, we noticed that the only proteins that had more binding sites in cluster 3 DHSs are subunits of the SWI/SNF remodeling complex: DPF2 (97.8%), ARID1B (95.6%), and SMARCE1 (94.3%; Figure 3c). EP300 has been found to directly interact with SWI/SNF-complex (Alver et al., 2017; Blümli et al., 2021) and their chromatin binding profiles are highly correlated (Pearson correlation 0.65–0.70). Revisiting the binding profiles of these SWI/SNF subunits, we found their predictive power to be very close to that of EP300 (Figure 3—figure supplement 2c). We also specifically examined the predictive power of RNA polymerase II, mediator complex, YY1 and BRD4, which were previously suggested to be associated with enhancer-promoter interaction (Papantonis and Cook, 2011; Kagey et al., 2010; Weintraub et al., 2017; Hnisz et al., 2017), and find that while they individually have some predictive power, they are weaker predictors of MChIP-C signal than EP300 and the SWI/SNF subunits (Figure 3—figure supplement 2c). Thus, we suggest that EP300 and/or the SWI/SNF complex might be involved in the formation of regulatory chromatin interactions independently of СTCF and cohesin.

### MChIP-C data are largely consistent with the looping model of enhancer activity

The apparent lack of interaction between experimentally-validated enhancers and their cognate promoters in some studies employing C-methods has raised doubts regarding the classical promoter-enhancer looping model. We thus asked whether the enhanced sensitivity and resolution of MChIP-C could shed some light on the fundamental question of whether enhancers should interact with their targets in order to activate them. To address this, we systematically compared MChIP-C profiles with functionally verified E-P pairs identified by CRISPRi screens in K562 (Fulco et al., 2019; Gasperini et al., 2019). We compared 366 functionally verified E-P pairs, in which targeting CRISPRi to the enhancer changed the expression of the target, with 54,811 putative non-regulatory DHS-P pairs, in which CRISPRi showed no effect. Notably, we found that 60.7% (222/366, 95% CI [55.7%; 65.7%]) of the verified pairs have underlying spatial interactions detected with MChIP-C, while only 6.5% (3,554/54,811, 95% CI [6.3%; 6.7%]) of non-regulatory DHS-P pairs show such interactions (Figure 4a and b; Supplementary file 1). Thus, we conclude that a majority of experimentally validated enhancers exhibit interaction with their target promoters.

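Most verified enhancers were in contact with the promoter they regulate. Of the 366 pairs, which join 333 enhancers to 251 genes, 222 had a called interaction, a share of 60.7% (exact 95% interval 55.4% to 65.7%), and 12 of these rested on promoter bins alone. PICALM, a gene of endocytosis, was in contact with 6 of 6 enhancers, the kinase subunit gene PRKAR2B with 6 of 8 and the actin-binding gene TMSB4X with 4 of 4. Of the PRKAR2B enhancers in contact, the one at 106650779 to 106650797 lies inside the one at 106650504 to 106650972. NMU, which encodes a neuropeptide, had contact with 0 of 4, and with 1 when the window was 2500 bp. The most distant interacting pairs were PTGER3 at 372.2 kb, all 3 of BTG1 at 233.4 to 259.2 kb and MAGI3 at 249.8 kb, and ANTXR2 had 3 of 3 at 55.0 to 107.3 kb.
The contacts went to the enhancer rather than to its distance. At the mirror position on the other side of the start site, 34 of 366 (9.29%) met a call, 18 without a window and 66 with 2500 bp. In 195 pairs the enhancer alone was contacted and in 7 the mirror position alone (two-sided exact McNemar test, p = 7.9e-49). With the signed distances of all interactions exchanged between viewpoints, 69.7 pairs had an interaction on average (SD 7.04, highest 92, permutation test with 1000 sets, one-sided p = 0.000999, the smallest they can give), and the observed number was 3.19 times that; the ratio was 6.15 without a window, 2.27 with 1000 bp and 1.52 with 2500 bp. Exchanged distances scatter the bins of a cluster, and with simulated enhancers at random distances this expectation was too high. For 157 pairs with another promoter at a like distance (ratio up to 1.5), the enhancer was called from its target in 79 and from the other promoter in 53 (33 only the target, 7 only the other, p = 4.2e-05 from the same exact test). Where the other viewpoint had at least the target's coverage the counts were 22 and 19 of 76 (difference 3.95 points, exact p = 0.55), which is not larger than counting error. The list of DHS without an effect is held only in part, so it was not tested here. From the share of verified pairs with an interaction, set against that of pairs without an effect, the paper concludes that most such enhancers interact with their targets.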

**Figure 4.**
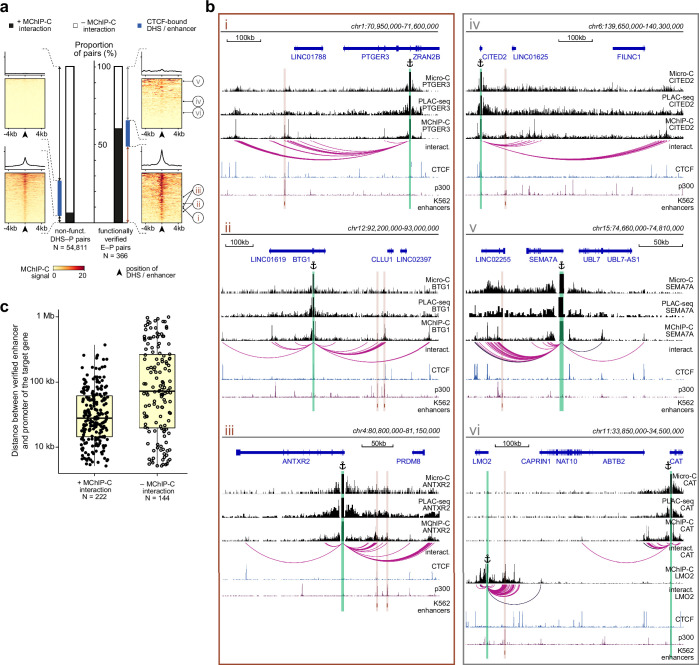
The majority of functionally-verified enhancers do physically interact with their target promoters. (a) Bar plots representing the proportion of MChIP-C interacting pairs among nonfunctional DHS-P pairs and CRISPRi-verified E-P pairs. Heatmaps and average profiles of MChIP-C signal are shown for individual subsets. CRISPRi-verified enhancers shown in panel b are indicated by roman numerals. (**b**) Examples of MChIP-C, Micro-C and PLAC-seq profiles for promoters physically interacting with their functionally verified enhancers (i.e. MChIP-C interaction has been found) (i-iii) and not interacting with them (i.e. MChIP-C interaction has not been found) (iv-vi). Viewpoints are highlighted by anchor symbols and green rectangles, enhancers are highlighted by orange rectangles. (**c**) Distance distribution boxplots for verified E-P pairs with and without MChIP-C interactions.

**Figure 4—figure supplement 1.**
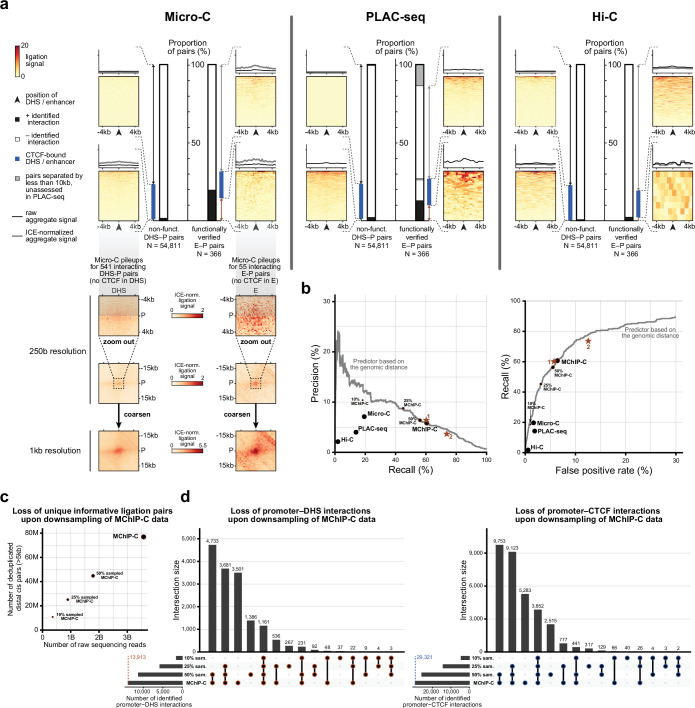
Recall (sensitivity), precision and false positive rate for predictions of functional enhancer-promoter pairs using different C-methods. Analysis of the downsampled MChIP-C datasets. (**a**) Bar plots representing the proportion of interacting pairs according to PLAC-seq, Micro-C, and Hi-C among nonfunctional DHS-P pairs and CRISPRi-verified E-P pairs. Heat maps and average profiles of proximity ligation signal are shown for separate subsets in each individual method. DHS-P and E-P pairs with interactions in the Micro-C dataset are also shown as pileups of Micro-C heatmap fragments. (**b**) Precision-Recall plot and ROC plot for various C-methods aiming to distinguish between nonfunctional DHS-P pairs and CRISPRi-verified E-P pairs in K562 cells. Stars denote the performance of distance-based predictors in which each analyzed DHS is assigned as an enhancer to the nearest active gene (1) or to the two nearest active genes (2). Curves represent the performance of the distance-based predictor using thresholds inversely proportional to the genomic distance between the DHS/enhancer and TSS of the target gene. Downsampled MChIP-C datasets are denoted as ‘50% MChIP-C’, ‘25% MChIP-C’ and ‘10% MChIP-C’. (**c**) Numbers of raw and deduplicated distal (>5 kb apart) read pairs upon MChIP-C data downsampling. (**d**) UpSet plots depicting gradual loss of identifiable promoter-DHS (left) and promoter-CTCF (right) interactions upon downsampling of the MChIP-C data.

Next, we attempted to reproduce this analysis with PLAC-seq, Micro-C, and Hi-C as an additional evaluation of their power to detect enhancer-promoter interactions (Figure 4—figure supplement 1a and b; Supplementary file 1). We used PLAC-seq interactions reported previously by Chen et al., 2022, and for Hi-C and Micro-C we used the entire genome-wide datasets to identify interactions using Mustache (Roayaei Ardakany et al., 2020). 

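Of the verified pairs in contact in another map, MChIP-C also had 43 of the 44 in PLAC-seq and 61 of the 73 in Micro-C, but 4 of the 8 in Hi-C. The study's table marks 44 pairs in PLAC-seq (12.0% of all), 73 in Micro-C (19.9%) and 8 in Hi-C (2.19%). MChIP-C alone had 179 pairs in the comparison with PLAC-seq, which alone had 1 (two-sided exact McNemar test with adjustment over the 3 methods, adjusted p = 3.5e-52). By the same exact test, the counts were 161 and 12 against Micro-C (adjusted p = 1.8e-34) and 218 and 4 against Hi-C (adjusted p = 8.9e-59). The paper's Methods widen Micro-C and Hi-C anchors by 2500 bp and MChIP-C bins by 500 bp; with 2500 bp for MChIP-C as well, 7 pairs were in contact in Micro-C and not in MChIP-C, 3 in Hi-C and 0 in PLAC-seq. MYC had a PLAC-seq and a Micro-C contact at each of its verified enhancers, and the NMU pairs, 87.3 to 97.8 kb apart, had Micro-C and Hi-C contacts at 4 of 4. In no map at all were 132 pairs in contact, and 146 were in MChIP-C only. Over the 314 pairs more than 10 kb apart, PLAC-seq had 14.0%. The marks of the other methods are the paper's, from maps of different depth and calling. For MChIP-C, only the overlap of the authors' calls with the enhancers was computed here.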

With respect to recall/sensitivity, the recall of MChIP-C (60.7%, as mentioned above) was superior to those of PLAC-seq (14.0%), Micro-C (19.9%), and Hi-C (2.2%). In spite of this, the precision of the methods was comparable, with 5.9% for MChIP-C, 4.0% for PLAC-seq, 7.4% for Micro-C, and 2.4% for Hi-C. In terms of the false positive rate, MChIP-C was the highest with 6.5%, compared to 1.9% for PLAC-seq, 1.7% for Micro-C, and 0.6% for Hi-C. To control for sequencing depth, we also repeated the analysis with our data down-sampled to 50% so that the valid MChIP-C reads approximately matched the number of valid PLAC-seq reads and the respective number in Micro-C (see Methods). We also further down-sampled the MChIP-C data to 25% and 10% (approximately the amount of total sequenced reads in PLAC-seq). We first observe that although the down-sampling suggests our MChIP-C data is not yet saturated by sequencing depth (Figure 4—figure supplement 1c), 50% downsampling still maintains 76.3% of the detected interactions (Figure 4—figure supplement 1d). Evaluating predictive performance after down-sampling, we find that 50% down-sampled MChIP-C maintains a high recall of 56.1%, with slightly better precision (6.3%) and false positive rate (5.5%). Even at 10% down-sampling, MChIP-C achieves a better precision (10.4%) and false positive rate (1%) than the competing methods, while its recall (18.2%) is slightly worse than that of Micro-C but better than those of PLAC-Seq and Hi-C. In summary, these results suggest that the enhanced sensitivity of MChIP-C enables detection of a larger and more precise set of enhancer-promoter interactions than the alternatives.

Finally, we inspected more closely cases in which validated E-P pairs did not show interaction in MChIP-C (Figure 4b, iv-vi). First, we noticed that, in some instances, weak interactions were visually apparent but were missed by the interaction calling algorithm, especially in viewpoints that had low coverage (Figure 4b, iv). Indeed, when we considered 185/366 validated E-P pairs corresponding to high-coverage viewpoints, 68.1% (126/185, 95% CI [61.4%; 74.8%]) had underlying MChIP-C spatial interactions. 

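Pairs at deeper viewpoints had an interaction more often when each pair was counted once. Of 185 pairs whose viewpoint the study marks as of high coverage (4141 read pairs or more), 126 had an interaction, which is 68.1% (exact 95% interval 60.9% to 74.7%). Of the other 181 (4102 read pairs or fewer), 96 had one, which is 53.0% (45.5% to 60.5%). The difference of 15.1 points was larger than counting error over pairs (two-sided Fisher's exact test, p = 0.0038), but pairs share genes and enhancers. With each gene weighted equally and whole loci resampled, a check added after the data were seen, the mean shares were 62.2% over 120 genes and 52.2% over 131, and the 95% interval of the difference, -1.81 to 21.6 points, includes 0. CITED2, a transcriptional co-regulator gene, had 7172 read pairs and contact with neither of its enhancers, 71.0 and 74.6 kb away.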

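SEMA7A encodes a membrane-anchored semaphorin. Its verified enhancer on chromosome 15 from 74684674 to 74685228 had no call, and the nearest bin called from the SEMA7A viewpoint lay 1.42 kb from it, so that a window of 2500 bp gives it a call. Over all 144 verified pairs without an interaction, the target promoter had a bin within 5 kb of the enhancer in 35, which is 24.3% (exact 95% interval 17.6% to 32.1%). Over the 137 of them whose mirror position met no call either, a bin lay within 5 kb of the enhancer in 31 (22.6%) and within 5 kb of the mirror position in 23 (16.8%). This difference did not pass (22 pairs at the enhancer only, 14 at the mirror only, two-sided exact McNemar test, p = 0.24). Within 2 kb the counts were 12 and 8 (p = 0.45 from the same exact test) and within 10 kb 44 and 37 (exact p = 0.31). The comparison was added after the data were seen, and H3K27ac was not used here.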

Second, in some cases we noticed adjacent (few kb) H3K27ac-positive regions clearly interacting with the expected promoter, possibly suggesting inexact identification of the enhancer position due to the limited resolution of the CRISPRi screens (Gasperini et al., 2019; Figure 4b, v). Third, CRISPRi-detected E-P interactions are not guaranteed to represent direct effects. In some cases, an enhancer may impose secondary influence through the action of the directly targeted gene (Gasperini et al., 2019). For example, CRISPRi showed that an enhancer near LMO2 affects both LMO2 and CAT, a gene approximately 400 kb away. MChIP-C only shows interaction with LMO2 but not with CAT (Figure 4b, vi). 

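LMO2, a transcription regulator of blood formation, and CAT, the catalase gene, share enhancers on chromosome 11. The enhancers at 33963092 to 33963689 and at 33966182 to 33966805 lie 72.0 and 75.1 kb from the LMO2 start site in the study's table and were called from the viewpoint that holds it, at 33889501 to 33892750 (4323 read pairs, 34 PIR bins), and from a second one, named LMO2, at 33910751 to 33914250 (5854 read pairs). The one at 33966182 was also called from the CAPRIN1 viewpoint and from an unnamed viewpoint that lies between the pair at LMO2. Both enhancers, 497.1 and 494.0 kb from the CAT start site, were not called from the CAT viewpoint, which had 3398 read pairs, 32 PIR bins and no bin beyond 264.9 kb. Of the other LMO2 enhancers, the one at 67.5 kb was called from both LMO2 viewpoints and the one at 63.1 kb from neither. Enhancers of non-interacting pairs met some other promoter within 1 Mb in 68 of 144 (47.2%), and those of interacting pairs in 127 of the rest (57.2%), a difference that did not pass (two-sided Fisher's exact test, p = 0.069).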

We hypothesize that regulatory relationships between this enhancer and CAT are mediated through transcription factor encoded by the LMO2 gene and thus it is unreasonable to expect spatial interaction between them. Additionally, we expect that interactions between enhancers and indirect targets would not be overrepresented at short genomic distances. Indeed, we observed that the genomic distance between non-interacting E-P pairs (median 71 kb) is substantially larger than between interacting E-P pairs (median 30 kb), supporting the possibility of indirect activation (Figure 4c). 

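Interacting pairs were closer together. Their median distance was 29.7 kb (quartiles 14.8 and 62.3 kb) and that of the 144 others 70.5 kb (quartiles 20.9 and 262.6 kb; two-sided permutation test of the medians on the log10 scale, p = 1e-05, the smallest 100000 resamples can give). By distance, 27 of 51 pairs at 5 to 10 kb had an interaction (52.9%), 86 of 108 at 10 to 30 kb (79.6%), 83 of 122 at 30 to 100 kb (68.0%), 25 of 51 at 100 to 300 kb (49.0%) and 1 of 34 at 300 to 1000 kb (2.94%, exact 95% interval 0.0744% to 15.3%), the PTGER3 pair. The mirror position met a call in 11.8%, 19.4%, 4.92%, 0% and 2.94% of the same classes. From the longer distances of the non-interacting pairs, the paper proposes that some of them are regulated indirectly.

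**Figure D4:**
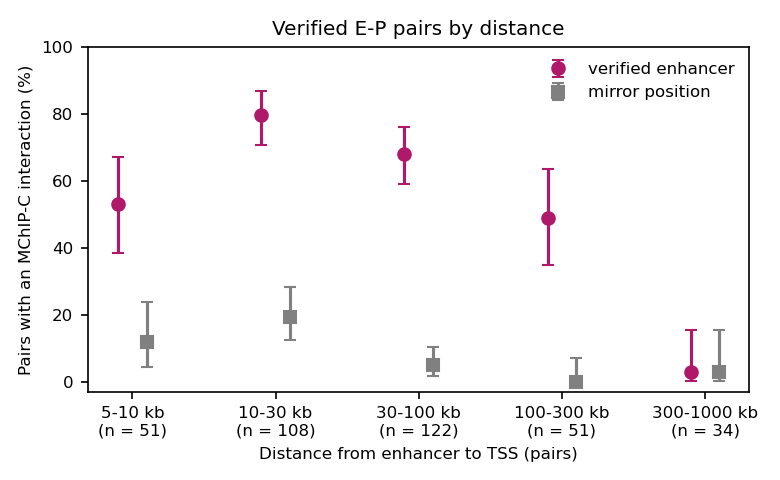
Percent of verified E-P pairs with an MChIP-C interaction, by distance from enhancer to start site, at the enhancer (circles) and at its mirror position (squares); bars are exact 95% intervals. The share is highest at 10 to 30 kb, at 79.6%.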

Another possible source of indirect effects are CTCF-occupied insulators. As was pointed out previously (Fulco et al., 2019), these sites can affect the expression of genes in CRISPRi screens, but do not need to spatially interact with their targets. Indeed, 59 of 366 verified E-P pairs show CTCF occupancy at enhancer side, and 13 of these lack E-P interaction in MChIP-C. In summary, we conclude that the fraction of verified E-P pairs in which we observe a spatial interaction is likely underestimated, which further supports the notion that most enhancers physically interact with their targets and that many such interactions may have not been identified previously due to technical limitations of the employed methods.

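Pairs whose enhancer binds CTCF had an interaction more often when each pair was counted once. Of the 59 such pairs in the study's table, 46 had an interaction, which is 78.0% (exact 95% interval 65.3% to 87.7%), against 57.3% (51.6% to 62.9%) of the 307 pairs without CTCF. The difference of 20.6 points was larger than counting error over pairs (two-sided Fisher's exact test, p = 0.0034), and the pairs with CTCF lay farther apart, at a median of 57.5 kb against 33.5 kb. With genes weighted equally and whole loci resampled, also chosen after the data were seen, the mean shares were 70.5% over 44 genes and 54.9% over 222, and the 95% interval of the difference, -0.729 to 30.8 points, includes 0. Of the PRDX2 pairs, a peroxide-reducing enzyme gene, the 4 with CTCF had an interaction and the 2 without had none. For 3 of these 4 the mirror position met a call too. These 3 enhancers lie at like distances on both sides of the start site, 22.5 and 24.1 kb to the left and 23.6 kb to the right. Their mirror positions therefore lie at or near other verified PRDX2 enhancers in contact, so the mirror position is no control for them.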

## Discussion

In this study, we present a new high-resolution genome-wide C-method, MChIP-C, which integrates proximity ligation of MNase-digested chromatin with chromatin immunoprecipitation and deep sequencing. Like other MNase-based C-methods, MChIP-C allows precise mapping of localized chromatin interactions including E-P contacts which often evade capture by restriction endonuclease-based C-methods (Goel and Hansen, 2021). Uniquely, MChIP-C combines the resolution and sensitivity of MCC with the genome-wide scale of Micro-C.

Applying H3K4me3-directed MChIP-C to K562 cells, we explored the spatial connectivity of active promoters. Single-nucleosome resolution and high sensitivity allowed us to map tens of thousands of localized spatial interactions between promoters and distal genomic sites. We focused on promoter interactions with non-promoter elements (PIRs). Although P-P interactions were clearly visible in our maps, they were excluded from most of the analyses. The promoter-centered map of chromatin spatial contacts represents a valuable resource for further research. The quality of the resulting genome-wide profiles is supported by the fact that previously identified spatial contacts, such as contacts of globin gene promoters with their enhancers, are clearly visible.

Several types of C-methods have been previously used to study enhancer-promoter interactions. Since genome-wide C-methods require very deep sequencing to reach high resolutions, targeted C-methods have been useful in alleviating some of the sequencing burden. However, any selection steps can potentially reduce the complexity of the resulting library. We directly compared MChIP-C interaction data to that of both restriction endonuclease-based (genome-wide Hi-C and targeted PLAC-Seq) methods and MNase-based (genome-wide Micro-C) methods. In order to rigorously assess the sensitivity and resolution of MChIP-C beyond visual evaluation, we performed comparative analyses of both raw data (on CTCF and DHS sites) and called interactions (on CRISPRi-validated E-P pairs). We find that MChIP-C generally outperforms PLAC-seq, Micro-C and Hi-C, resulting in a larger repertoire of promoter-based interactions which also benefit from high resolution and increased signal-to-noise ratio. MChIP-C avoids the incorporation of biotin to enrich ligated fragments, thus yielding highly complex libraries. Consequently, full realization of MChIP-C potential currently requires a significant sequencing depth due to the small fraction of informative reads. We anticipate that further experimental optimizations of MChIP-C could significantly increase the method’s yield.

In agreement with previous observations, promoters appear to interact primarily with the surrounding CTCF sites. Interestingly, CTCF-motifs in these sites are typically oriented towards the interacting promoter (Valton et al., 2022). This observation can be explained by the putative ability of active promoters to block movement of the loop extrusion complex which can lead to the establishment of promoter-CTCF loops with CTCF motifs preferentially oriented towards the promoters (Figure 3a, i; Banigan et al., 2022). Alternatively, the observed bias might be a consequence of a more general phenomenon known as architectural stripes, where a CTCF-bound site blocks loop extrusion in a directional manner, causing nonspecific interactions with an extended nearby region (Vian et al., 2018; which may include the gene promoter; Figure 3a, ii).

Similarly to other MNase-based C-methods, MChIP-C is sensitive enough to identify many relatively weak chromatin interactions that are independent of CTCF binding. The most intriguing group of such spatial contacts is E-P regulatory interactions. We identified 7214 interactions linking active promoters with distal DHSs bound by a set of enhancer-specific factors. These DHSs are highly enriched with functionally verified K562 regulatory sequences and contain chromatin marks typical for active enhancers (Figure 3c; Figure 3—figure supplement 2a). The increased proximity between promoters and these enhancer-like DHSs presumably represents regulatory E-P interactions.

One of the long-standing hypotheses explaining enhancer action at a distance is the E-P looping model (Popay and Dixon, 2022; Ptashne, 1986) which assumes that direct physical contact between an enhancer and its target promoter is an essential prerequisite for the promoter activation. Although it is known that at least some enhancers do establish physical contacts with their targets, technical limitations of methods assessing spatial proximity as well as scarcity of functional data on mammalian enhancers prevented accurate systematic evaluation of the E-P looping model. To explain the elusiveness of E-P interactions, it has been suggested that their highly dynamic nature may preclude capturing with existing proximity ligation techniques (Schoenfelder and Fraser, 2019). Here, we showed that 60.7% of functional enhancer-promoter pairs previously identified in K562 cells using CRISPRi screens (Fulco et al., 2019; Gasperini et al., 2019) do establish interactions, implying their spatial proximity. Moreover, due to various technical reasons, including insufficient MChIP-C coverage, CRISPRi enhancer mapping mistakes, and indirect regulatory effects, this fraction probably represents an underestimation of the true E-P interaction rate. Thus, it is likely that the majority of active enhancers directly interact with target promoters.

In addition to identifying interactions between promoters and their CRISPRi-validated enhancers, MChIP-C found many more apparently non-functional interactions of promoters with DHSs which did not show a significant effect on gene expression. Such interactions are also often observed in alternative C-methods, and in some cases could represent CRISPRi false negative pairs. These interactions could also include structural loops as well as pre-established interactions of promoters with conditionally-activated regulatory elements (Jin et al., 2013; Comoglio et al., 2018), and warrant further investigation leveraging the increased sensitivity and resolution of MChIP-C.

Although it is generally assumed that in the C-methods ligation occurs only between fragments that are in close spatial proximity, the mobility of DNA ends within fixed nuclei has not been extensively studied. It is possible that DNA ends available for ligation can scan a certain territory and thus MChIP-C detected interactions do not exactly represent direct physical contacts. However, we argue that our data demonstrates that, in most cases, enhancers establish some form of spatial interaction with their targets, resulting in increased ligation frequency.

Although we have shown that active mammalian enhancers in general interact with the target promoters, we cannot infer that this interaction is necessary for target activation. Testing whether it is possible to decouple spatial interactions from gene activity would require understanding the physical nature of these interactions. Various protein factors and a number of physical mechanisms including canonical protein-protein interactions, molecular crowding and liquid-liquid phase separation were implicated in this phenomenon (Kagey et al., 2010; Papantonis and Cook, 2013; Hnisz et al., 2017). One protein complex which was suggested to be involved is cohesin (Kagey et al., 2010; Phillips-Cremins et al., 2013). However, in line with studies exploring cellular responses to the acute loss of the cohesin complex (Thiecke et al., 2020; Hsieh et al., 2022), we observed almost no overlap between regulatory E-P interactions and cohesin binding. Different groups proposed other candidates for the role: the mediator complex, BRD4, YY1 and RNA polymerase II (Kagey et al., 2010; Phillips-Cremins et al., 2013; Hnisz et al., 2017; Weintraub et al., 2017; Papantonis and Cook, 2013). However, recent studies did not identify drastic changes in E-P interaction frequency caused by the degradation or the inhibition of any of these proteins (Ramasamy et al., 2022; Crump et al., 2021; Hsieh et al., 2022; Zhang et al., 2022).

In order to identify proteins that may be involved in E-P interaction, we assessed the ability of an assortment of ChIP-seq binding profiles to predict the strength of promoter-PIR interaction measured by MChIP-C. As expected, the binding of CTCF and cohesin best predicted the strength of the MChIP-C signal, as the latter is dominated by structural promoter-CTCF interactions. However, we also identified EP300 and SWI/SNF complex as strong predictors of MChIP-C interaction, and they are enriched in enhancer-like PIRs lacking CTCF. These hallmark enhancer proteins were previously shown to bind each other and to share chromatin interaction sites genome-wide (Alver et al., 2017; Blümli et al., 2021). Unlike cohesin, mediator, BRD4, YY1 and RNA polymerase II, EP300 and SWI/SNF have rarely been considered as mediators of E-P interaction. However, in our analysis, they consistently outperformed other enhancer-associated factors in terms of predictive power. Although these results may be affected by differences in the quality of the ChIP-seq data, the potential role of EP300 and SWI/SNF in E-P interaction warrants further experimental exploration. Since both EP300 and SWI/SNF are known as chromatin modifiers rather than structural proteins (albeit some studies suggest such a role for EP300 Ma et al., 2021), it is possible that their participation in E-P interaction is indirect. To this end, a scenario involving histone acetylation by EP300 may be considered. Although H3K27 residue is a well-documented EP300 nucleosomal target (Tie et al., 2009), a recent study identified several other lysine residues localized in H2B N-terminus that are acetylated by EP300 (Weinert et al., 2018; Narita et al., 2022a; Narita et al., 2022b). These H2B N-terminus acetylation marks correlate with the enhancer activity more strongly than H3K27ac and therefore qualify for being involved in E-P interaction.

## Methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Homo sapiens*)	K562	ATCC	ATCC:CCL-243	
Antibody	anti-H3K4me3 (rabbit polyclonal)	Active Motif	Active Motif:39016	(1:200)
Chemical compound, drug	Digitonin	Sigma-Aldrich	Sigma-Aldrich:D-5628	
Chemical compound, drug	Protease Inhibitor Cocktail	Bimake	Bimake:B14001	
Peptide, recombinant protein	Micrococcal Nuclease	Thermo Fisher Scientific	Thermo Fisher Scientific:EN0181	
Peptide, recombinant protein	T4 Polynucleotide Kinase	New England Biolabs	New England Biolabs:M0201L	
Peptide, recombinant protein	DNA Polymerase I, Klenow Fragment	New England Biolabs	New England Biolabs:M0210L	
Peptide, recombinant protein	T4 DNA Ligase	Thermo Fisher Scientific	Thermo Fisher Scientific:EL0012	
Commercial assay or kit	Protein A/G Magnetic Beads	Thermo Fisher Scientific	Thermo Fisher Scientific:88802	
Commercial assay or kit	NEBNext Ultra II DNA Library Prep Kit	New England Biolabs	New England Biolabs:E7645	
Commercial assay or kit	TruSeq DNA Single Indexes	Illumina	Illumina: 20015960 and Illumina:20015961	
Commercial assay or kit	KAPA HiFi HotStart PCR Kit	Roche	Roche:07958897001	
Software, algorithm	bwa, v.0.7.17	Li, 2013	RRID:SCR_010910	https://github.com/lh3/bwa
Software, algorithm	Bowtie2, v.2.3.4	Langmead and Salzberg, 2012	RRID:SCR_016368	https://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Software, algorithm	pairtools, v.0.3.0	Abdennur et al., 2023	RRID:SCR_023038	https://github.com/open2c/pairtools
Software, algorithm	samtools, v.1.15.1	Danecek et al., 2021	RRID:SCR_002105	https://github.com/samtools/samtools
Software, algorithm	bedtools, v2.26.0	Quinlan and Hall, 2010	RRID:SCR_006646	https://github.com/arq5x/bedtools2
Software, algorithm	Python, v.3.7.12		RRID:SCR_008394	https://www.python.org
Software, algorithm	numpy, v.1.21.6,	Harris et al., 2020	RRID:SCR_008633	https://github.com/numpy/numpy
Software, algorithm	pandas, v.1.3.5		RRID:SCR_018214	https://github.com/pandas-dev/pandas
Software, algorithm	matplotlib, v.3.5.3	Hunter, 2007	RRID:SCR_008624	https://github.com/matplotlib/matplotlib
Software, algorithm	cooler, v.0.9.1	Abdennur and Mirny, 2020	RRID:SCR_024194	https://github.com/open2c/cooler
Software, algorithm	cooltools, v.0.5.1	Abdennur et al., 2024	RRID:SCR_026118	https://github.com/open2c/cooltools
Software, algorithm	R, v. 4.2.1		RRID:SCR_001905	https://cran.r-project.org
software, algorithm	dplyr, v.1.0.9		RRID:SCR_016708	https://github.com/tidyverse/dplyr
Software, algorithm	tidyr, v.1.2.0		RRID:SCR_017102	https://github.com/tidyverse/tidyr
Software, algorithm	ggplot2, v.3.3.6		RRID:SCR_014601	https://github.com/tidyverse/ggplot2
Software, algorithm	gplots, v. 3.1.3		RRID:SCR_025035	https://github.com/talgalili/gplots
Software, algorithm	data.table, v.1.14.8		RRID:SCR_026117	https://github.com/Rdatatable/data.table
Software, algorithm	GenomicRanges, v.1.48.0	Lawrence et al., 2013	RRID:SCR_000025	https://github.com/Bioconductor/GenomicRanges
Software, algorithm	reshape2, v.1.4.4		RRID:SCR_022679	https://github.com/cran/reshape2
Software, algorithm	fitdistrplus, v.1.1–8	Delignette-Muller and Dutang, 2015	RRID:SCR_024274	https://github.com/lbbe-software/fitdistrplus
Software, algorithm	RColorBrewer, v.1.1–3		RRID:SCR_016697	https://github.com/cran/RColorBrewer
Software, algorithm	dendextend, v.1.17.1	Galili, 2015	RRID:SCR_026116	https://github.com/talgalili/dendextend
Software, algorithm	dendroextras, v.0.2.3		RRID:SCR_026115	https://github.com/jefferis/dendroextras
Software, algorithm	GGally, v.2.1.2		RRID:SCR_026114	https://github.com/ggobi/ggally
Software, algorithm	gridExtra, v.2.3		RRID:SCR_025249	https://github.com/baptiste/gridExtra
Software, algorithm	eulerr, v.7.0.1	Larsson and Gustafsson, 2018	RRID:SCR_022753	https://github.com/jolars/eulerr
Software, algorithm	ranger, v.0.16.0	Wright and Ziegler, 2017	RRID:SCR_022521	https://github.com/imbs-hl/ranger
Software, algorithm	caret, v.6.0–93	Kuhn, 2008	RRID:SCR_022524	https://github.com/topepo/caret
Software, algorithm	PRROC, v.1.3.1		RRID:SCR_026113	https://github.com/cran/PRROC
Software, algorithm	UpSetR, v.1.4.0	Conway et al., 2017	RRID:SCR_026112	https://github.com/hms-dbmi/UpSetR
Software, algorithm	HOMER, v.4.11.1	Heinz et al., 2010	RRID:SCR_010881	http://homer.ucsd.edu/homer/motif/
Software, algorithm	CrossMap, v.0.6.0	Zhao et al., 2014	RRID:SCR_001173	https://github.com/liguowang/CrossMap
Software, algorithm	nextflow, v.22.10.4	Di Tommaso et al., 2017	RRID:SCR_024135	https://github.com/nextflow-io/nextflow
Software, algorithm	ditiller-nf pipeline, v.0.3.4		RRID:SCR_026111	https://github.com/open2c/distiller-nf
Software, algorithm	Mustache, v.1.3.2	Roayaei Ardakany et al., 2020	RRID:SCR_026110	https://github.com/ay-lab/mustache
Software, algorithm	bedGraphToBigWig			http://hgdownload.soe.ucsc.edu/admin/exe/
Software, algorithm	liftOver			http://hgdownload.soe.ucsc.edu/admin/exe/
Software, algorithm	wigToBigWig			http://hgdownload.soe.ucsc.edu/admin/exe/
Software, algorithm	Integrative Genomics Viewer, v.2.8.0	Robinson et al., 2011		https://igv.org/doc/desktop/
Software, algorithm	Adobe Illustrator, v.23.0.1			https://www.adobe.com/products/illustrator.html

### MChIP-C experimental procedure

K562 cells (ATCC) were cultivated in DMEM medium supplemented with 10% fetal bovine serum and 1×penicillin/streptomycin in a humidified 37 °C incubator with 5% CO_2_. ~3.5 M cells were crosslinked for 10 min at room temperature in 2.5 mL of fresh full growth medium supplemented with 2% formaldehyde (Sigma-Aldrich, F8775). To quench the reaction, glycine was added to reach a final concentration of 0.2 M; the suspension was immediately transferred to ice and incubated there for 5 min. Crosslinked cells were centrifuged at 300 × *g* and 4 °C, washed with cold phosphate-buffered saline (PBS) and centrifuged again. Pellets were resuspended in 350 μL of cold PBS supplemented with 0.5×protease inhibitor cocktail (PIC; Bimake, B14001) and 0.5 mM PMSF. Digitonin (Sigma-Aldrich, D-5628) stock solution (1% in DMSO) was added to cells to reach a final concentration of 0.01%. A 1 mL tip was used to carefully mix the suspension. Cells were permeabilized on ice for 7 min then centrifuged at 300 × *g* and 4 °C and resuspended in 800 μL of MNase digestion buffer (10 mM Tris-HCl pH 7.5, 1 mM CaCl_2_). To achieve a sufficient level of chromatin digestion (50–75% of DNA in mononucleosomal fragments) we added 35–40 U of MNase (Thermo Scientific, EN0181) and incubated the cells at 37 °C with shaking for 1 h. EGTA was added to reach a final concentration of 5 mM in order to stop digestion. Cells were centrifuged at 300 × *g* and room temperature, resuspended with a low-retention tip in PBS and transferred to a new, low-retention, tube. We pelleted the material once again at 1000 × *g* and resuspended it in 530 μL 1.05×ligation buffer (ThermoScientific, EL0012) supplemented with 0.105 mM dNTPs and 2.1 mM ATP. 50 μL of the material at this stage was separated as a control of digestion efficiency. 100 U of T4 Polynucleotide Kinase (NEB, M0201L) and 50 U of Klenow fragment of DNA I polymerase (NEB, M0210L) were added to the remaining material in order to repair DNA ends; the mix was incubated at 37 °C with shaking. After 1 hr 37.5 U of T4 DNA ligase (ThermoScientific, EL0012) were added to the reaction and incubation was continued at 37 °C for an additional hour. Before leaving the ligation reaction overnight, the mixer was cooled to 20 °C and 37.5 U more of T4 DNA ligase were added.

The next day, we took 50 μL aliquot as a ligation control, transferred the remaining chromatin to a 2 mL tube and centrifuged it at 5000 × *g*. The pellet was resuspended in 550 μL of ice cold ChIP lysis buffer (50 mM Tris-HCl pH 8.0, 1% SDS, 10 mM EDTA) supplemented with 0.5×PIC (Bimake, B14001) and 0.5 mM PMSF. All buffers used in the following sonication and immunoprecipitation steps were precooled to 4 °C. We solubilized chromatin with 3 15 s ultrasound pulses on ‘15’ power setting of VirSonic 100 (VirTis) sonicator. Then, we cleared the solubilized chromatin with 21,000 × *g* centrifugation and transferred the supernatant fraction to a 30 kDa Amicon filter (Millipore, UFC503096). We changed the solvent with two successive washes with RIPA buffer (50 mM Tris–HCl pH 8.0, 150 mM NaCl, 1% Triton X-100 (v/v), 0.5% sodium deoxycholate, 0.1% SDS). After the final wash, we transferred the material to a new 1.5 mL tube, brought the volume of RIPA to 1 mL and supplemented it with 1×PIC (Bimake, B14001). Subsequent incubation with antibodies, immunoprecipitation and DNA isolation were performed as previously described (Golov et al., 2021). We used 5 μg of polyclonal anti-H3K4me3 antibodies (Active motif, 39016) per MChIP-C experiment. DNA of digestion and ligation controls was isolated in parallel with the immunoprecipitated DNA. After ethanol precipitation, DNA was reconstituted from each sample (controls and the MChIP-C) in 10 μL of 10 mM Tris-HCl buffer (pH 8.0). To assess efficiency of the digestion and ligation, the control samples were run on a 1.5% agarose gel (Figure 1—figure supplement 1a).

MChIP-C NGS libraries were prepared from immunoprecipitated DNA with the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645) according to the manufacturer’s recommendations, with the following modifications: (1) we decreased the reaction volumes two-fold; (2) instead of the adaptor included in the kit, we used 1 μL of barcoded Y-shaped Illumina TruSeq adapters (Illumina, 20015960 and 20015961) per reaction and extended ligation time to 1 hr. We used 17 μL (~0.37×) of AMPure XP beads (Beckman Coulter, A63881) in the pre-PCR clean-up to select longer DNA fragments and therefore enrich the final library with ligation-informative pairs. Adapter-ligated material was amplified with 12–14 cycles of PCR using KAPA HiFi HotStart PCR Kit (Roche, 07958897001) and universal P5/P7 Illumina primers (see Golov et al., 2020). Post-PCR clean-up was performed without size selection using 1.3×volume of AMPure XP beads (Beckman Coulter, A63881).

Overall, we performed 4 biological replicates of H3K4me3 MChIP-C. The libraries were paired-end sequenced (PE100) on Illumina NovaSeq 6000 and BGI DNBSEQ-T7 devices with ~0.5–1.5 B read pairs per library (Figure 1—figure supplement 1b, Supplementary file 1).

### H3K4me3 ChIP-seq

~3.5M K562 cells were crosslinked and permeabilized as described above. Permeabilized cells were resuspended in 550 μL of ice cold ChIP lysis buffer (50 mM Tris-HCl pH 8.0, 1% SDS, 10 mM EDTA) supplemented with 0.5×PIC (Bimake, B14001) and 0.5 mM PMSF. Chromatin was sheared with 4 30 s ultrasound pulses on ‘15’ power setting of VirSonic 100 (VirTis) sonicator. Incubation with antibodies, immunoprecipitation, DNA isolation and NGS library preparation were performed as described MChIP-C protocol, except for the pre-PCR clean-up step where DNA was cleaned with 35 μL (0.76×) of AMPure XP beads (Beckman Coulter, A63881). 12 cycles of PCR were used to amplify the ChIP-seq library, and it was paired-end sequenced (PE100) on an Illumina NovaSeq 6000 sequencer with ~6 M read pairs. The sequencing reads were aligned to the hg19 genome build and a genome-wide H3K4me3 occupancy profile was generated as described previously (Golov et al., 2021).

### MChIP-C data primary processing

The sequenced reads of each replicate were mapped to the hg19 genome build with BWA-MEM (with -SP5M flags) (Li, 2013) and parsed with the pairtools package (v.0.3.0; Abdennur et al., 2023). Mononucleosomal (>100 bp and <201 bp apart; convergent) and distal (>5000 bp apart; cis) read pairs were isolated for downstream analysis.

Mononucleosomal reads were down-sampled to 20 M pairs, deduplicated with pairtools and converted to BAM files using samtools (v.1.15.1) (Danecek et al., 2021). Mononucleosomal peaks for each individual replicate were called with MACS2 (v.2.2.7.1; FDR <0.0001, maximum gap = 1000 bp) (Zhang et al., 2008) and 50 bp occupancy profiles were generated with deeptools (v.3.5.1; Ramírez et al., 2016). To compare mononucleosomal profiles of replicates with each other and with conventional H3K4me3 ChIP-seq signal, we calculated read coverage in K562 DHSs (see Supplementary file 1 for the source of K562 DHS data) for each experiment with deeptools (‘multiBigwigSummary BED-file’ command), and compared pairwise Pearson correlation coefficients (Figure 1—figure supplement 1d).

We considered genomic regions overlapping mononucleosomal peaks in at least 3 replicates to be consensus peaks. Nearby (<1000 bp apart) consensus peaks were merged with bedtools (v2.26.0; Quinlan and Hall, 2010) resulting in 11,743 MChIP-C viewpoints (Supplementary file 1). DNase sensitivity, H3K4me3 ChIP and CAGE signals (see Supplementary file 1 for the source of K562 CAGE data, two CAGE replicates were averaged with bigwigCompare from deeptools) in a 10 kb window centered on each MChIP-C viewpoint and distal DHSs were calculated and plotted with deeptools (‘computeMatrix reference-point’ and ‘plotHeatmap’ commands; Figure 1—figure supplement 1e).

Next, we deduplicated distal read pairs using pairtools (Abdennur et al., 2023), produced BAM files and filtered out read pairs that did not map to the identified MChIP-C viewpoints using samtools. Filtered binary files were converted to replicate-specific coverage profiles, or merged MChIP-C profiles, which were then piled up together into an aggregate merged profile. To analyze and visualize interaction profiles of individual viewpoints, we selected from the merged profile a subset of reads mapping to the viewpoint of interest with samtools (‘samtools view -P’ command). To plot merged and viewpoint specific MChIP-C interaction profiles the data was binned in 100 bp or 250 bp bins.

To evaluate reproducibility of the distal MChIP-C signal in replicates and to identify promoter-centered interactions, we analyzed the distribution of MChIP-C reads in 250 bp genomic bins. We started with deduplicated distal read pairsam files produced by pairtools; using the data on MChIP-C viewpoints, we extracted positions of distal read pairs mapping to the viewpoints with pairtools (‘pairtools split’ command) and bedtools (‘bedtools pairtobed’ command). Each of these read pairs was assigned to a viewpoint; if two reads in a pair mapped to two different viewpoints, the pair was assigned to both viewpoints. Then we overlapped (‘bedtools intersect’ command) the positions of the mate reads (other-end reads) with 250 bp genomic bins and aggregated the pairs mapping to the same viewpoint and the same other-end bin generating four replicate-specific BEDPE files. Each line of the resulting files contained the count of read pairs for a unique viewpoint-genomic bin (other-end bin) pair. To calculate inter-replicate correlation of viewpoint-separated MChIP-C signal, we selected pairs contained within a 1 Mb genomic window with only one end mapping inside a viewpoint and estimated inter-replicate Pearson correlation (Figure 1—figure supplement 1f). We also estimated inter-replicate correlation of the merged data. To achieve this, we used merged MChIP-C profiles to create 250 bp-binned coverage dataframes with deeptools (‘multiBigwigSummary bins’ command), then filtered out bins overlapping viewpoints as well as all bins containing zero reads in at least one replicate and finally calculated inter-replicate Pearson correlation coefficients (Figure 1—figure supplement 1f). To generate distance decay curves, we calculated aggregated MChIP-C signal from replicate-specific BEDPE files in 30 distance bins of equal size on a log10 scale between 3.5 (3,162 bp) and 6.5 (3,162 kbp; Figure 1—figure supplement 1g).

Using cooler (v.0.9.1; Abdennur and Mirny, 2020), we converted files containing MChIP-C pairs into replicate-specific mcool files with a minimal resolution of 250 bp. We also pooled the 4 mcool files into a single genome-wide contact matrix.

### MChIP-C interaction calling

Before calling interactions, we normalized MChIP-C signal in each replicate by the replicate-matched mononucleosomal signal. We did this to account for differences of genomic regions in their propensity to be immunoprecipitated with H3K4me3 antibodies. To consider both viewpoint and other-end bin H3K4me3 occupancy, we normalized by mean mononucleosomal coverage of these two regions (we used ‘samtools bedcov’ command to estimate coverage of each viewpoint and each genomic bin).

We first identified significantly interacting viewpoint-other-end pairs in each replicate separately. To reduce noise and avoid calling false positive interactions, we focused on 10,949 viewpoints with a raw total coverage (viewpoint coverage in all four replicates combined) of more than 1000 read pairs. In order to perform interaction calling, we wanted different viewpoint-specific profiles to be comparable, thus we filtered out pairs separated by more than 2.5 Mb and normalized signal once again, by viewpoint coverage. The viewpoint coverage was defined as a sum of all H3K4me3 occupancy-normalized MChIP-C signal pertaining to the specific viewpoint. The final MChIP-C signal was normalized twice (by H3K4me3 occupancy and by viewpoint coverage), we refer to it as normalized signal. To identify viewpoint- other-end pairs with signal significantly exceeding the background, we first assigned each analyzed pair with the distance rank (from 1 for other-end bins directly neighboring the viewpoints to 10,000 for bins separated by 2.5 Mb from the viewpoints). Then, in each distance rank starting with the 20th (since pairs of distal reads were separated by at least 5000 bp we had almost no signal in the first 19 distance ranks) and ending with the 4000th, we fitted a Weibull distribution-based background model and called pairs with p-value <0.01 and more than three reads interactions. We also included pairs with distance rank more than 4000 and more than three reads in replicate-specific interaction lists.

We combined all viewpoint-other-end pairs identified as significant interactions in at least one replicate in one dataset. We tested whether each of the interactions in this combined list had a corresponding viewpoint-other-end pair in each of the four individual replicates (we defined correspondence as cases where viewpoints are exactly aligned and other ends are located within 1 kb from each other). Then for each replicate we calculated the proportion of interactions without a corresponding interaction present in at least one another replicate.

Next, we identified significantly interacting viewpoint-other-end pairs in an aggregate MChIP-C dataset. We summarized all replicate-specific distal MChIP-C signals in each viewpoint-other-end pair and performed the interaction-calling procedure described above with a minor modification: we increased to 6 the threshold for minimal number of raw reads in bins which we considered to call viewpoint interacting bins. Finally, we divided all identified interactions into two groups: promoter-promoter (P-P) and promoter-nonpromoter (P-PIR) – depending on whether the other-end bin was localized within a viewpoint (Supplementary file 1; Figure 1c).

### Analysis of MChIP-C interactions crossing TAD boundary

We used K562 TAD boundaries from Rao et al., 2014. The expected number of interactions crossing TAD boundaries was defined as a mean count of cross-boundary interactions in 100 independent random permutations changing the positions of the interaction other-ends while preserving the interaction distance distribution. The position of other-end bins in each permutation was established by random reshuffling of distances separating viewpoints from their original interaction partners (bins within other viewpoints or PIRs).

### MCC data reanalysis

To estimate the typical proportion of valid ligation pairs in MCC sequencing output, we reanalyzed publicly available datasets from Hua et al., 2021 and Downes et al., 2021. We downloaded fastq files for at least three biological replicates from each interrogated cell type and mapped them to hg19 or mm10 genomes with bwa (bwa mem -SP5M). Then we parsed reads with pairtools and calculated the fraction of cis-read pairs separated by more than 5000 bp.

### PLAC-seq data reanalysis

To compare MChIP-C data with a similar restriction-endonuclease based C-method, we reanalyzed publicly available H3K4me3 PLAC-seq experiments (Chen et al., 2022). Raw sequencing reads were downloaded from the 4D Nucleome Data portal (here) and processed similarly to MChIP-C reads. We relied on MChIP-C-defined viewpoints to obtain merged PLAC-seq profiles and viewpoint-specific PLAC-seq profiles. We used restriction fragment-length bins to build viewpoint-specific PLAC-seq profiles and fixed 250 bp bins to build merged profiles.

For downstream analysis, we utilized PLAC-seq interactions identified by the authors of the original publication (GEO, GSE161873). We merged interactions identified in two individual experimental replicates in one set and lifted them to hg19 genome assembly with the UCSC liftOver tool.

### Micro-C data reanalysis

We also compared MChIP-C with a recently published K562 Micro-C data (Barshad et al., 2023). Raw Micro-C sequencing reads were downloaded from GEO (GSE206131) and analyzed with the pipeline we used for MChIP-C and PLAC-seq data processing. We once again relied on MChIP-C-defined viewpoints to extract merged promoter-anchored Micro-C profiles and viewpoint-specific Micro-C profiles. The data was binned in 100 bp or 250 bp bins to plot viewpoint-specific interaction profiles. In all other types of analysis we used fixed 250 bp bins.

We also created all-to-all Micro-C proximity ligation matrices using conventional distiller-nf pipeline (v. 0.3.4; https://github.com/open2c/distiller-nf). To generate iteratively balanced promoter-anchored Micro-C profiles, we dumped 250 bp binned cooler matrix to a text stream (‘cooler dump’ command) and then selected the balanced signal from the bins residing within MChIP-C viewpoints. We then aggregated this signal into a merged genome-wide bedgraph file and converted it to a bigwig profile using bedgraphToBigwig UCSC utility.

To identify point interactions in the Micro-C dataset, we used Mustache algorithm (v 1.0.1; Roayaei Ardakany et al., 2020). We called interactions in balanced contact matrices at resolutions of 250 bp, 500 bp, 1 kb, 2 kb, 5 kb, and 10 kb using -pt 0.1 and -st 0.88 options. We combined interactions called at all resolutions in one set; if an interaction was detected at multiple resolutions, we retained a variant with coarser boundaries and discarded finer ones.

### Hi-C data reanalysis

Raw Hi-C sequencing reads were downloaded from GEO (GSE63525) and all-to-all Hi-C proximity ligation matrices were generated with the distiller-nf pipeline. To obtain raw and iteratively balanced promoter-anchored Hi-C profiles, we dumped 1 kb binned cooler matrix to a text stream (‘cooler dump’ command) and then selected both raw and balanced signals from the bins residing within MChIP-C viewpoints. We then aggregated these signals into two separate merged genome-wide bedgraph files (one containing raw signal and another containing balanced signal) and converted them to bigwig profiles with bedGraphToBigwig UCSC utility.

To identify point interactions in the Hi-C dataset, we used Mustache algorithm. We called interactions in balanced contact matrices at resolutions of 1 kb, 2 kb, 5 kb, 10 kb, and 20 kb using -pt 0.1 and -st 0.88 options. We combined interactions called at all resolutions into one set; if an interaction was detected at multiple resolutions, we retained a variant with coarser boundaries and discarded finer ones.

### Comparison of merged MChIP-C, PLAC-seq, promoter-anchored Micro-C and promoter-anchored Hi-C signals around distal DNase hypersensitive sites

DNase sensitivity, CTCF ChIP, H3K4me3 ChIP, merged MChIP-C, merged PLAC-seq and merged promoter-anchored Micro-C and Hi-C signals spanning 5 kb regions flanking distal CTCF sites and CTCF-less DHSs were plotted as heatmaps and average profiles with deeptools (Figure 2b). Distal CTCF sites with the peak score (the 5th column of CTCF peak file) less than 250 and DHS sites with the signalValue (the 7th column of DHS peak file) less than 200 were excluded from the analysis. In all subsequent analysis concerning DHSs, we used the same signalValue cutoff.

To plot violin graphs for proximity ligation signal in and around distal DHSs, we used 250 bp binned signal matrices generated by deeptools as intermediaries during heatmap generation. For each proximity ligation method, we compiled a set of signal bins and two sets of background bins, 1 kb and 5 kb away from the peak centers. For the signal set, we carved out from the matrix a pair of central columns corresponding to bins surrounding each individual analyzed distal DHS. For each background set, we selected 2 columns corresponding to bins separated by either 1 or 5 kb from the center of DHSs (1 column from each side of the DHSs). We defined the average enrichment of the signal in CTCF sites and CTCF-less DHS for each method as the ratio between median signal in the center and median signal in the 5 kb background bin. To assess the resolution of the methods, we also calculated the ratio between the median signal in the 1 kb background bin and the median signal in the 5 kb background bin.

### Comparison of promoter-DHS and promoter-CTCF interactions identified in MChIP-C, PLAC-seq and Micro-C data

For an even more detailed comparison of MChIP-C data to the data generated with the previously described protocols (Micro-C and PLAC-seq), we focused on the promoter-centered interactions identified with each method in K562 cells. First, we selected unique promoter-CTCF (P-CTCF) and promoter-DHS (P-DHS) interactions by overlapping promoter-interacting regions detected with each of these three techniques individually, with the sets of distal CTCF sites and distal CTCF-less DHS sites. For each interacting pair in each method, we calculated the distance between the center of the DHS or CTCF site and the center of the overlapping promoter interacting region and analyzed the distribution of such distances for each method (Figure 2—figure supplement 2a, violin plots). Then, we compiled a non-redundant list of P-DHS interactions identified by at least one of the methods, and split this combined list into seven groups in accordance with the ability of each individual P-DHS pair to be identified by a certain set of methods (Figure 2—figure supplement 2a, Venn diagrams). We also performed the same analyses for P-CTCF interactions.

Next, we focused on 3 specific groups of interactions: common (identified in all 3 datasets), PLAC-seq-specific, and Micro-C-specific (Figure 2—figure supplement 2b-d). To visualize MChIP-C, PLAC-seq and Micro-C signals around promoter-interacting DHS and CTCF-sites in these 3 groups, we plotted 250 bp binned signal of ligation to the corresponding anchor promoters as heatmaps and average profiles. For these same sets of P-DHS and P-CTCF pairs, we also plotted the distribution of proximity ligation signals in the centers of the sites and in two different sets of background bins (1 kb and 5 kb apart from the centers of the sites). We used normalized MChIP-C signal, raw PLAC-seq and Micro-C signals in this analysis. For average profiles and violin plots, we also included ICE-normalized Micro-C signal. Next, we defined the average enrichment of the signal in each group of sites for each method as the ratio between mean signal in the center and mean signal in the 5 kb background bin. To assess the resolution of the methods, we also calculated the ratio between the mean signal in the 1 kb background bin and the mean signal in the 5 kb background bin.

### Analysis of CTCF motif orientation in viewpoints and PIRs

The presence of CTCF motifs in viewpoints and PIR bins, as well as their orientation, were determined with HOMER (v4.11.1; Heinz et al., 2010) (‘annotatePeaks.pl’). To compare MChIP-C-identified CTCF-based interactions with Hi-C loops, we used the list of 6,057 K562 Hi-C loops identified by Rao et al., 2014.

To evaluate the number and orientation of CTCF-motifs in randomized sets of PIRs, we performed 100 independent random permutations, changing the positions of the PIRs while preserving P-PIR distance distribution. Then we assessed the presence and orientation of CTCF motifs in each generated set of PIRs and averaged the obtained results to get the number and distribution of motifs per randomization.

### Transcription related factor enrichment analysis in PIRs

To assess transcription-related factor (TRF) enrichment in PIRs, we exploited a compendium of publicly available K562 ChIP-seq profiles (see Supplementary file 1 for a complete list of ChIP-seq datasets used in the present study). The majority of the analyzed datasets were downloaded from the ENCODE portal (268 out of 271). CDK8 (Pelish et al., 2015; CistromeDB: 56379) and MED1 (CistromeDB: 74667) occupancy data were downloaded from the Cistrome database, BRD4 (Liu et al., 2017) – from GEO (GSM2635249). Hg38 datasets were lifted to hg19 with CrossMap (v.0.6.0; Zhao et al., 2014). All ChIP-seq TRF peaks with the signalValue (the 7th column of each peak file) less than 25 were excluded from all the TRF-related analysis.

First, we overlapped MChIP-C PIRs with TRF binding sites. To estimate relative enrichment, we calculated the expected number of overlaps. We did this for each individual TRF by averaging the overlap counts in 100 independent random permutations, changing the positions of the PIRs while preserving P-PIR distance distribution. The position of PIRs in each permutation was established by random reshuffling of distances separating viewpoints from their original PIRs. Enrichment of TRF binding was then calculated as log2 of the ratio between the experimentally observed and the expected number of overlaps (Supplementary file 1; Figure 3b). Enrichment of TRF motifs in PIRs was evaluated with the HOMER package (‘findMotifsGenome.pl’ command).

### PIR-overlapping DHS clustering and cluster annotation

To separate 19,129 PIR-overlapping DHSs (promoter interacting DHSs) into biologically-relevant groups according to their TRF binding, we used hierarchical clustering with binary features reflecting the binding status of the analyzed TRFs. Here we used only 164 TRFs bound to more than 1,000 promoter interacting DHSs and PIR enrichment higher than 2 (Figure 3—figure supplement 2a). We used the Ward’s Minimum Variance distance metric for clustering and chose a cutoff of four clusters.

For each cluster, we calculated the number of DHSs bound by each of the analyzed TRFs. Next, for each cluster we identified 20 TRFs which were bound to the greatest number of DHSs. Then we merged these four sets of TRFs into one list which was comprised of 27 unique TRFs. We plotted the binding of these selected TRFs in PIR-overlapping DHSs as a heatmap (Figure 3c). To characterize the identified clusters, we overlapped cluster-assigned DHSs with K562 ChromHMM states (Ernst et al., 2011). We also overlapped DHSs with CRISPRi-verified enhancers from Fulco et al., 2019 and Gasperini et al., 2019 in order to assess enhancer enrichment of each cluster with a one-sided binomial test.

To calculate the number and distance distributions of MChIP-C interactions associated with the identified DHS clusters (Figure 2—figure supplement 2b), we overlapped the complete set of P-PIR interactions with positions of the promoter-interacting DHSs.

### Random forest regression for modeling of MChIP-C signal

We used a random forest regression model (R library ‘ranger’; Wright and Ziegler, 2017) to predict normalized MChIP-C signal and to identify predictive features. We focused on a subset of viewpoint-DHS pairs separated by <250 kb. We identified 107,570 such viewpoint-DHS pairs with a non-zero count of MChIP-C reads and filtered out two outliers (chr16:214,895–215,045 and chr5:693,455–693,605) which were 175 and 82 IQRs above the third quartile. For training the initial model, we used the following features: viewpoint-DHS distance, CTCF motif orientation on both the viewpoint and DHS and CTCF ChIP-seq signal on both the viewpoint and DHS. Training parameters were default with mtry = 3, num.trees=100.

Next, we used a greedy forward feature selection approach to add 10 features out of a set of 270 TRF ChIP-seq signals on the DHSs (Figure 3d; Figure 3—figure supplement 2c). At each feature selection step, we evaluated all features and added the most predictive feature to the model. To assess the predictive power of a feature, we retrained the model with the feature and used threefold cross-validation to evaluate either R^2^ or AUC (where MChIP-C was partitioned as higher/lower than the median). To assess reproducibility of the greedy feature selection, we repeated the entire procedure three times.

### Estimating correlation between chromatin binding of EP300 and SWI/SNF-complex

To compare chromatin binding profiles of histone acetyltransferase EP300 and of the ARID1B, DPF2, SMARCE1 subunits of SWI/SNF-complex in K562 cells, we first calculated ChIP-seq read coverage in K562 DHSs for each of the proteins with deeptools (‘multiBigwigSummary BED-file’ command). Then we calculated Pearson’s correlation between EP300 coverage and coverages of each of the studied SWI/SNF subunits.

### Downsampling of MChIP-C data and analysis of the downsampled datasets

For a more thorough comparison of MChIP-C with other C-methods in terms of their ability to detect increased ligation frequency between distal regulatory elements and their target promoters, we downsampled generated MChIP-C dataset. We wanted to decrease the total number of unique distal pairs mapping to the viewpoints in the downsampled MChIP-C dataset so that it would be equal to the number of such reads in the complete PLAC-seq and Micro-C datasets. First, we evaluated the numbers of such pairs for all three approaches. We found that PLAC-seq and Micro-C datasets contained approximately two times less useful pairs than complete MChIP-C dataset (~19.75 million and ~23.15 million vs ~42.7 million). Thus, we sampled 50% of raw reads from each of the 4 biological replicates of MChIP-C (‘pairtools sample’ command). The downsampled dataset contained ~24.86 million useful pairs. We performed interaction calling in the downsampled MChIP-C dataset with the exact same pipeline we used previously for the MChIP-C datasets from individual replicates. Then, we downsampled MChIP-C data even further to 25% (~13.95 million useful pairs) and 10% (~6.04 million useful pairs) of the original read depth and again performed the interaction calling procedure used previously. Note that the number of raw reads in the 10% downsampled dataset (~354 million) was close to the number of raw reads in the PLAC-seq experiment (~314 million) and approximately ten times lower than in the Micro-C dataset we used for the comparison (~3,229 million).

To assess the robustness of the MChIP-C interactions to downsampling, we first classified identified loops into P-DHS and P-CTCF classes as described previously (see the definition of P-DHS and P-CTCF interactions above). Then, we pooled all P-DHS interactions identified in the full dataset and in all downsampled datasets into a combined non-redundant set. We also performed similar pooling with P-CTCF loops. To visualize the reproducibility of the interaction calls, we plotted the resulting data as UpSet plots using UpSetR (v.1.4.0; Conway et al., 2017) R package (Figure 4—figure supplement 1d).

### Comparing MChIP-C interactions with functionally verified E-P pairs

We used K562 CRISPRi datasets from Fulco et al., 2019 and Gasperini et al., 2019 to compile a list of 366 verified E-P pairs and 54,811 non-regulatory DHS-P pairs (Supplementary file 1). In order to directly compare these pairs to MChIP-C identified chromatin interactions, we included in this list only pairs with promoters overlapping MChIP-C viewpoints and pairs with distal sites within 5 kb-1Mb of the promoter.

Then we overlapped the obtained E-P and DHS-P pairs with interactions identified with various C-methods: MChIP-C (full and downsampled versions), PLAC-seq, Micro-C and Hi-C. Before overlapping we extended PIRs of the identified MChIP-C interactions by 500 bp in both directions, and loop anchors of the identified Micro-C and Hi-C interactions by 2500 bp in both directions. Using the obtained results, we separated E/DHS-P pairs in four groups for each analyzed method: DHS-P pairs lacking interactions, DHS-P pairs with underlying interactions, E-P pairs lacking interactions and E-P pairs with underlying interactions. We excluded all CTCF-bound E/DHS sites and visualized normalized MChIP-C signal as well as raw PLAC-seq, Micro-C and Hi-C signal around each individual E/DHS site (reflecting proximity between the site and the paired promoter) as a heatmap (Figure 4a and Figure 4—figure supplement 1a). Finally, we plotted average MChIP-C (normalized), PLAC-seq (raw), Micro-C (raw and balanced) and Hi-C signal (raw and balanced) for each of the four E/DHS-P groups as averaged profiles. (Figure 4a and Figure 4—figure supplement 1a). Micro-C heatmap pile-ups around E/DHS-P pairs (Figure 4—figure supplement 1a) were aggregated based on the genome-wide matrices with cooltools (v.0.5.1; Abdennur et al., 2024).

We calculated sensitivity (recall), precision and false positive rate for the predictors based on the presence of interactions between promoters and their potential regulatory elements (E/DHS) identified with each of the analyzed C-methods (Figure 4—figure supplement 1b). As a reference, we used predictors based on the assignment of each DHS to the closest active gene (TPM >0.5, from ENCODE ENCFF934YBO dataset) as its enhancer or the assignment of each DHS to the two closest active genes as their enhancer. Also as a reference we built a precision-recall and receiver operating characteristic curves for a predictor based on the thresholds inversely proportional to the genomic distance between the DHS/enhancer and TSS of the potential target gene.

### Data processing and visualization

The following software and packages were used for analysis and visualization: bwa (v.0.7.17), Bowtie2 (v.2.3.4), pairtools (v.0.3.0), samtools (v.1.15.1), bedtools (v2.26.0), deeptools (v.3.5.1), MACS2 (v.2.2.7.1), Python (v.3.7.12; numpy v.1.21.6, pandas v.1.3.5, matplotlib v.3.5.3, cooler v.0.9.1, cooltools v.0.5.1), R (v. 4.2.1; dplyr v.1.0.9, tidyr v.1.2.0, ggplot2 v.3.3.6, gplots v. 3.1.3, data.table v.1.14.8, GenomicRanges v.1.48.0, reshape2 v.1.4.4, fitdistrplus v.1.1–8, RColorBrewer v.1.1–3, dendextend v.1.17.11.16.0, dendroextras v.0.2.3, GGally v.2.1.2, gridExtra v.2.3, eulerr v.7.0.1, ranger v.0.16.00.14.1, caret v.6.0–93, PRROC v.1.3.1, UpSetR v.1.4.0), HOMER (v.4.11.1), CrossMap (v.0.6.0), nextflow (v.22.10.4.5836), ditiller-nf pipeline (v.0.3.4), Mustache (v.1.3.2), UCSC utilities (bedGraphToBigWig, liftOver, wigToBigWig), Integrative Genomics Viewer (v.2.8.0), Adobe Illustrator (v.23.0.1).

## Data Availability

MChIP-C and ChIP-seq sequencing data as well as derivative genomic profiles and contact matrices have been deposited in GEO under accession code GSE225087. Code to reproduce analysis is available on GitHub https://github.com/KaplanLab/MChIP-C/ (copy archived at KaplanLab, 2023). Interactive MChIP-C interaction profiles of individual promoters are browseable at https://storage.googleapis.com/arkadiy/static/index.html . The following dataset was generated: GolovAK GavrilovAA KaplanN RazinSV 2023Genome-wide nucleosome-resolution map of promoter-centered interactions in human cells corroborates the enhancer-promoter looping modelNCBI Gene Expression OmnibusGSE22508710.7554/eLife.91596PMC1165165439688903 The following previously published datasets were used: ChenBP RenB 2021Systematic Discovery and Therapeutic Targeting of Pro-growth Enhancers in Human Cancer Cells [PLAC-seq]NCBI Gene Expression OmnibusGSE161873 BarshadG DankoCG 2022RNA polymerase II and PARP1 shape enhancer-promoter contacts [Micro-C]NCBI Gene Expression OmnibusGSE206131 RaoS HuntleyM Lieberman AidenE 2014A three-dimensional map of the human genome at kilobase resolution reveals prinicples of chromatin loopingNCBI Gene Expression OmnibusGSE6352510.1016/j.cell.2014.11.021PMC563582425497547

# Supplementary material for: A genome-wide nucleosome-resolution map of promoter-centered interactions in human cells corroborates the enhancer-promoter looping model
**Source:** eLife. 2024 Dec 17;12:RP91596. doi: 10.7554/eLife.91596
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/ )), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | × |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods (MChIP-C experimental procedure) section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | × |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods (MChIP-C experimental procedure) section |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | × |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | × |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | × |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | × |
| Microbes: provide species and strain, unique accession number if available, and source. |  | × |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | × |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | × |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | × |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | × |
| Randomisation |  | × |
| Blinding |  | × |
| Inclusion/exclusion criteria |  | × |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Results (MChIP-C: antibody-based targeted measurement of genome architecture at single-nucleosome resolution) and Methods (MChIP-C experimental procedure) sections |  |
| Define whether data describe technical or biological replicates. | Results (MChIP-C: antibody-based targeted measurement of genome architecture at single-nucleosome resolution) and Methods (MChIP-C experimental procedure) sections |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | × |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | × |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | × |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | × |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | × |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. |  | × |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods (Data, Materials, and Software Availability) section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods (Data, Materials, and Software Availability) section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Supplementary dataset S01 |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods (Data, Materials, and Software Availability) section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods (Data, Materials, and Software Availability) section |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Methods section |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | × |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

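H3K4me3 MChIP-C was measured in K562 cells in 4 biological replicates (5 deposited samples, since replicate 1 was sequenced in separate runs). A further sample, H3K4me3 ChIP-seq of the same cells, has no value used here. The mapping of samples rests on their labels, the paper and the design text of the series. Sequencing runs cannot be separated in the pooled values.

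The authors deposited a list of viewpoints with the count of distal read pairs at each, and a list of called interactions as positions only. The count is a whole number, not normalized, summed over all replicates. According to the paper's Methods, the authors mapped the reads to hg19 with BWA-MEM, kept deduplicated pairs more than 5 kb apart, took as viewpoints the merged MACS2 peaks found in at least 3 replicates, and called bins of 250 bp in which the pooled signal, normalized by H3K4me3 occupancy and by viewpoint coverage, exceeded a Weibull background for its distance and a minimal number of reads. Beyond 1 Mb the calls rest on the minimal number of reads alone. The submitters' processing notes also name SAMtools 1.15.1 and deepTools 3.5.1. The interaction list carries no strength, p-value or type, so an interaction is either called or not, and the depth behind 1 call is unknown. The number of per-sample columns left unused was 0, so none was set aside.

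From these files the type of each interaction, its distance, the number of bins and of clusters (bins up to 1000 bp apart) per viewpoint, and the overlap with verified enhancers were computed. A pair counted as interacting if a bin called from the viewpoint holding the start site, widened by 500 bp on each side as in the paper's Methods, overlapped or touched the enhancer. The 366 verified pairs, their start sites, and the marks for high coverage, CTCF, PLAC-seq, Micro-C and Hi-C come from the paper's Supplementary file 1, where that table is complete; for none of the pairs did the call made here differ from the study's own mark. Enhancer positions are printed as that table gives them. Tables held only in part, among them that of pairs without an effect, entered no test; of the interaction table, 1998 of the 241073 interactions are held. The reference was GRCh37 with GENCODE annotation lifted to it.

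Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only. Paired shares were compared with the exact McNemar test, independent ones with Fisher's exact test, and distances with a permutation test of 100000 resamples. These tests take pairs as independent, although the 366 pairs fall into 223 loci joined by a shared gene, viewpoint or overlapping enhancer, so the differences were also computed with each gene weighted equally and 10000 sets of whole loci resampled. Expected numbers came from 1000 sets (100 for motifs) of reshuffled signed distances. Gene lists were compared with 10000 random lists of viewpoints matched on coverage decile. Genes named are those the paper names that have a viewpoint or a verified pair, those with at least 4 verified pairs, the viewpoints with most PIR bins, the interacting pairs at the longest distance and both ends of each list; the paper's tables had been seen when this rule was written. Of 13 lists fixed before the data were examined, 12 had a viewpoint above 1000 read pairs and were tested. Motif matches were counted per interaction, and also with each bin once. Alternatives were other windows, other ways to choose the viewpoint, merged bins, other coverage limits, other distance ratios and looser motif matches.

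The steps were tested on simulated data. Of 366 simulated pairs, 165 were placed on called bins and 165 were found. With all simulated enhancers at random distances, 42 pairs had an interaction where reshuffling gave 68.2, so the reshuffled expectation is too high for such a case and the ratio to it errs low. For 200 simulated lists of 20 viewpoints, the p passed the usual threshold in 3% without a change and in 94% with doubled bin numbers. In 200 simulated sets of pairs with contacts drawn per locus and no difference, the interval from resampled loci held 0 in 95.5%. Motif strands drawn with 80% towards the viewpoint gave 79.4%. The p-value of the share over all motif matches is too small for the computer to hold and is not printed.

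Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Transcription factor binding, DHS clusters, the random forest, TADs, signal profiles and downsampling need values that were not analysed here. The mapping statistics of the replicates are the paper's; in none of them did 1 replicate stand apart by Dixon's test (largest ratio 0.824, critical value 0.829).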

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

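The tests of the unnamed viewpoints, the matching of gene lists on viewpoints nearby, the lower quartiles of the lists, the lists without their 2 fullest viewpoints and their means without these were chosen after the results were seen, and the 4 gene lists weighed here are the ones that passed.

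The most deeply covered viewpoints are places the paper does not discuss. The highest count, 78430 read pairs, lay on chromosome 1 from 121483501 to 121486250, and 13 unnamed viewpoints exceeded the highest named one, PPP1R15B with 19720. Of the 20 unnamed viewpoints with the highest coverage, 12 of which had been seen before this test was run, 18 lay within 500 kb of an assembly gap of at least 50 kb or had at least 20% of their sequence in GGAAT or ATTCC, against 9.83% of the other 2309 unnamed ones (two-sided Fisher's exact test, p = 2.2e-16). A transcript start lay in 20% of the 20 and in 58.8% of the other 2309 (p = 0.00082 from the same exact test), which argues against promoters left without a name as the whole explanation, but this rests on the 12 seen before, none of which held a start, and of the other 8, 4 held one and 6 lay near a gap or were rich in the repeat. Reads from satellite repeats that the assembly holds in too few copies may give these counts; no biological explanation was tested, since there is a single condition.

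The medians of 21 PIR bins at erythroid, 27.5 at globin, 35.5 at leukaemia and growth and 24.5 at immediate early promoters are a difference between gene groups that the paper does not report, and no biological explanation was tested, since there is a single condition. Few other promoters nearby, which would leave more bins to count as PIRs, is argued against, as all 4 lists passed when random viewpoints were also matched on the number of viewpoints within 200 kb (highest adjusted permutation p = 0.0084). A few promoters with very many bins are argued against for the erythroid, growth and immediate early lists, whose medians without the 2 fullest viewpoints were 20, 34 and 23.5 against 10, 12.5 and 11.5 (adjusted permutation p = 0.0033, 0.002 and 0.0033), and, since leaving out so few hardly moves a median, also by the means without the 2 fullest of the list and of each random list, 19.5, 32.1 and 21.8 against 11.3, 12.6 and 11.8 (adjusted permutation p = 0.0013, 0.0010 and 0.0010). By this mean, ribosomal protein genes passed in the opposite direction, with 12.2 against 14.7 (adjusted permutation p = 0.042). The lower quartile passed for the growth list (26.25 against 8, adjusted permutation p = 0.0012) and not for the erythroid and immediate early lists (10 and 11.5 against 6 and 7.25, adjusted permutation p = 0.14 each; 0.047 and 0.035 before adjustment), so the lower part of these 2 lists is not shown to lie above random viewpoints. For the globins this explanation cannot be told apart, as their 4 viewpoints lie in 2 loci: the 2 that are left gave a median of 20 against 7.5 (adjusted permutation p = 0.11) and a mean of 20 against 5 with random lists treated alike (adjusted permutation p = 0.002), and the lower quartile of all 4 was 21.5 against 6 (adjusted permutation p = 0.0012). With the deepest viewpoint of each locus, also chosen after the data were seen, the globin median was 47.5 against 10.5 (adjusted permutation p = 0.0008). These viewpoints, HBQ1 and HBG1, are the 2 fullest, so this does not decide it either.

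CPED1, on chromosome 7 from 120628001 to 120631500, had the most PIR bins of any viewpoint above 1000 read pairs, 115 in 11 clusters, and the paper does not discuss it.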

How the results depend on the processing

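The alternatives on touching bins, on viewpoints nearby, on lists without their fullest viewpoints or with the deepest viewpoint of each locus, on motif bins counted once, on genes weighted equally and on pairs within reach were chosen after the data were seen. Of 145 alternatives for the main results, 129 counted as unchanged. They kept the side of the threshold without a turned direction, or stayed within the interval or 1.5 times the count. Some of these had no difference left. Counted in clusters, histone and heme synthesis genes each had a median of 7 against 7. Proteasome genes matched on viewpoints nearby had 11.5 bins against 11.5. Another 4 alternatives turned a direction, none of them past the threshold in either setting. Without matching on coverage, ribosomal protein genes lay above the random median (11.5 against 9, adjusted permutation p = 0.12) and so did heme synthesis genes (10 against 9, adjusted p = 0.95), while the single lymphoid viewpoint lay below it (7 against 9, adjusted p = 0.87); without their 2 fullest viewpoints, proteasome genes lay below it (11 against 11.5, adjusted permutation p = 0.97). The cause was not tested. The share of verified pairs with an interaction was 65.9% with a window of 2500 bp and 55.0% with 1 pair per gene, the nearest; the other settings gave 57.1% to 62.4%, and the cause was not tested. The advantage of the target over another promoter fell to 3.95 points (exact p = 0.55) where the other viewpoint had at least its coverage, which leaves 76 of 157 pairs; whether fewer pairs or coverage is the cause was not tested. With genes weighted equally and whole loci resampled, the differences by coverage (9.97 points, 95% interval -1.81 to 21.6) and by CTCF (15.6 points, -0.729 to 30.8) no longer excluded 0; with loci resampled and pairs weighted equally the intervals were 3.50 to 26.9 and 5.06 to 33.6 points. Pairs of viewpoints above the median coverage were called from both sides in 68.5%. Merging bins lowers the counts by construction: 64977 unique PIRs with adjacent bins merged and 47513 with bins up to 1000 bp apart merged, and 15805 and 9893 unique P-P bins. The globins lost their call without their 2 fullest viewpoints (median 20, adjusted permutation p = 0.11), as only 2 are left, and the histones (median 15.5) passed without matching on coverage (adjusted p = 0.030), cause not tested. Of 66 alternatives for single genes, 63 kept the count of interacting pairs within 1.5 times; with 2500 bp HBE1 had 5 and NMU and SEMA7A 1 each. Low coverage limits what can be called at a viewpoint, so a missing call is not an absent contact. No paired analysis was possible because the values used here are pooled over the 4 replicates; for the same reason no replicate was left out in turn.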

Differences from the paper's values

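The rule that counts bins touching a viewpoint as promoter bins and the count of each motif bin once were chosen after the data were seen. No value differed from the paper's by more than 1.5 times in the main setting. The paper gives 112,087 P-P and 128,986 P-PIR interactions, and 112086 and 128987 were counted here. Its Methods count bins located within a viewpoint; taken strictly, without bins that only touch one, this gave 107971 and 133102. For viewpoints with more than 1000 read pairs the paper's Methods give 10,949, and the deposited counts give 10953; its results give 10,955, which equals the number with at least 1000. For PLAC-seq the paper gives 14.0% of the verified pairs, and its table marks 12.0% of all 366; over the 314 pairs more than 10 kb apart, an alternative set before the data were examined, the share is 14.0%. For CTCF motifs the paper gives 79% towards the promoter, 80% upstream and 79% downstream at bound sites contacted by promoters without CTCF, and consensus matches contacted by viewpoints without a match of their own gave 78.3%, 78.9% and 77.1%. Only 264 viewpoints had an exact match, so those without one keep 125554 of the 128987 interactions. They are therefore not a set of promoters without bound CTCF. Over all viewpoints and with each bin counted once by majority, even bins left out, the shares were 83.0%, 80.2% and 78.4%. This count was chosen after the values were seen. The paper places CAT about 400 kb from the LMO2 enhancer, and the 2 enhancers in its table lie 495.6 kb from the CAT start site on average. Figure 4b (iv) stands beside a statement on viewpoints of low coverage, and the CITED2 viewpoint had 7172 read pairs, in the group the study marks as high.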

Other observations

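The tests of the MYC calls, of pairs at 5 to 10 kb and of P-P bins per gene list, also with 1 viewpoint per locus, were chosen after these results were seen.

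Some non-promoter bins were shared by many promoters. The bin on chromosome 11 from 65756501 to 65756750 was called from 18 viewpoints, among them those of the transcription factor genes RELA and FOSL1, the actin regulator CFL1 and the splicing factor genes SF3B2 and SART1. The bin on chromosome 6 from 31648501 to 31648750 was called from 18 as well, among them the heat shock genes HSPA1A and HSPA1B and the genes BAG6 and EHMT2. Among viewpoints, 2 unnamed ones on chromosome 6, from 27180251 to 27183750 and from 27155001 to 27157500, were joined to the most other viewpoints, 23 each. After CPED1 the most PIR bins were at an unnamed viewpoint on chromosome 4 from 49658751 (113), PIM1 (95), NABP1 (89), ZNF595 and SGMS1 (85 each), an unnamed viewpoint on chromosome 4 from 49121251 (83), CNNM2 (82), C15orf39 (80) and MYC and SOCS1 (79 each).

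Genes with several verified enhancers differed in how many were in contact. Of the 4 NMU pairs none had an MChIP-C interaction, at a viewpoint with 1722 read pairs and 1 PIR bin, and 4 had a Hi-C contact. BMP2K and CPEB4 were in contact with 4 of 4, MYO1D and TMEM56 with 3 of 4, HBE1 with 3 of 5 (5 of 5 with a window of 2500 bp), TMEM98 with 3 of 5, PRDX2 with 4 of 6 and HIST1H4H with 2 of 4. These are counts of pairs as listed, and some listed enhancers overlap. The 3 of TMEM98 in contact are 31236528 to 31240709 and 2 stretches inside it, 31237036 to 31237145 and 31239223 to 31239934. For MYO1D, the first of these stretches and the interval around it also count as separate pairs. The mirror position met a call as well for 2 of the HBE1, 3 of the PRDX2, 2 of the BMP2K and 1 of the MYO1D pairs in contact, and for 1 HBE1 and 1 MYO1D pair that were not. The 3 PRDX2 mirror positions lie at or near other verified enhancers of that gene.

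The MYC viewpoint had 60 calls beyond 1 Mb, 4.40% of the 1365 such calls in the map, and LINC01410 also had 60. High coverage cannot be told apart as the source: 0% of the 73 viewpoints within 20% of MYC's coverage had as many, but MYC was picked for having the joint highest number in the map, which fixes this value; 14 of the 73 had any, and the highest had 30. A rearranged chromosome that brings the far bins near the whole neighbourhood of MYC cannot be told apart from contacts of MYC itself: 0% of the far bins were called from the 2 other viewpoints within 500 kb, the result set in advance as speaking against it, but these have only 13 calls and 976 and 3484 read pairs, so it was left open after that was seen. The paper's account, enhancers of MYC spread over this region, is a candidate explanation that was not tested here. Calls beyond 1 Mb rest on a minimal number of reads without a background model.

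Verified pairs at 5 to 10 kb interacted less often than those at 10 to 30 kb (52.9% against 79.6%, two-sided Fisher's exact test, p = 0.00076). The hypothesis that no bin could be called so near the viewpoint is argued against as the whole cause, since among pairs within reach of the nearest called gap, 4750 bp, the share was 56.2% (27 of 48, p = 0.0036 from the same exact test). That gap is the smallest in the whole map and leaves out only 3 pairs at 5 to 10 kb. Whether calls so near a viewpoint are lost in part was therefore not tested. Lower coverage is argued against as well, with a median of 4164 read pairs at 5 to 10 kb and 3534 at 10 to 30 kb (permutation p = 0.29; the median was chosen as the value to report after both were seen). The cause may be any other property of near pairs, which stays open.

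Ribosomal protein and histone promoters had more P-P bins than random viewpoints of like coverage, with medians of 16.5 against 10 and 25 against 9.5 (adjusted permutation p = 0.0012 each, over 12 lists). Many other promoters nearby may account for this: matched also on viewpoints within 200 kb, the random medians were 13 and 19.5 and the adjusted p were 0.084 and 0.31. Before adjustment these were 0.0070 and 0.078, so a remaining difference at the ribosomal protein genes is not excluded. With the deepest viewpoint of each locus, matched on coverage, the ribosomal protein genes had 16 against 10 (76 loci, adjusted permutation p = 0.0048) and the histones 23 against 11, which did not pass (5 loci, adjusted permutation p = 0.36). The rule for this test was set before its result, then dropped, and taken up again after the result was seen.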
